# HO-1 inhibits preadipocyte proliferation and differentiation at the onset of obesity via ROS dependent activation of Akt2

**DOI:** 10.1038/srep40881

**Published:** 2017-01-19

**Authors:** Gabriel Wagner, Josefine Lindroos-Christensen, Elisa Einwallner, Julia Husa, Thea-Christin Zapf, Katharina Lipp, Sabine Rauscher, Marion Gröger, Andreas Spittler, Robert Loewe, Florian Gruber, J. Catharina Duvigneau, Thomas Mohr, Hedwig Sutterlüty-Fall, Florian Klinglmüller, Gerhard Prager, Berthold Huppertz, Jeanho Yun, Oswald Wagner, Harald Esterbauer, Martin Bilban

## Abstract

Excessive accumulation of white adipose tissue (WAT) is a hallmark of obesity. The expansion of WAT in obesity involves proliferation and differentiation of adipose precursors, however, the underlying molecular mechanisms remain unclear. Here, we used an unbiased transcriptomics approach to identify the earliest molecular underpinnings occuring in adipose precursors following a brief HFD in mice. Our analysis identifies Heme Oxygenase-1 (HO-1) as strongly and selectively being upregulated in the adipose precursor fraction of WAT, upon high-fat diet (HFD) feeding. Specific deletion of HO-1 in adipose precursors of Hmox1^fl/fl^Pdgfra^Cre^ mice enhanced HFD-dependent visceral adipose precursor proliferation and differentiation. Mechanistically, HO-1 reduces HFD-induced AKT2 phosphorylation via ROS thresholding in mitochondria to reduce visceral adipose precursor proliferation. HO-1 influences adipogenesis in a cell-autonomous way by regulating events early in adipogenesis, during the process of mitotic clonal expansion, upstream of Cebpα and PPARγ. Similar effects on human preadipocyte proliferation and differentiation *in vitro* were observed upon modulation of HO-1 expression. This collectively renders HO-1 as an essential factor linking extrinsic factors (HFD) with inhibition of specific downstream molecular mediators (ROS & AKT2), resulting in diminished adipogenesis that may contribute to hyperplastic adipose tissue expansion.

White adipose tissue (WAT) has a remarkable capacity to expand or remodel in order to meet the energy demands of the organism. In the face of caloric excess, WAT expands through the enlargement of existing white adipocytes (hypertrophy) as well as by recruitment of new fat cells (hyperplasia)^1^,^2^,^3^. Visceral adipocyte hypertrophy is detrimental for metabolic health in humans/mice^4^,^5^,^6^,^7^. However, increased fat tissue expansion resulting from adipocyte hyperplasia produces less pronounced impairments in glucose tolerance than a similar magnitude of obesity resulting from adipocyte hypertrophy^8^. Accordingly, adequate adipogenesis throughout the process of adipose expansion is a necessity to maintain metabolic homeostasis in “metabolically healthy obese humans/mice”, whereas excessive hypertrophy in the absence of the generation of new, metabolically healthy adipocytes is associated with the pathophysiology of obesity-related disease, such as diabetes and cardiovascular disease^3^,^9^,^10^,^11^,^12^. In obese humans, hyperplastic adipose tissue (many small adipocytes) is associated with better glucose, insulin and lipid profiles compared with adipose hypertrophy (i.e. few large adipocytes)^13^. In addition, there is a decreased preadipocyte frequency in visceral adipose tissue from type 2 diabetes mellitus subjects^14^. Thus, understanding the molecular and cellular mechanisms that regulate adipose homeostasis represents a promising strategy for identifying novel therapeutic opportunities to fight obesity-related complications.

Adipogenesis occurs in two steps: ‘commitment’ of adipose precursors (APs) to a preadipocyte fate and ‘terminal differentiation’ describing the process by which the preadipocyte acquires the characteristics of the mature adipocyte^1^,^2^. The majority of studies on adipocyte precursors and adipogenic differentiation had been performed *in vitro*, primarily using human and murine cell lines^15^,^16^. While these studies have provided valuable insights, most notably unraveling the adipogenic transcription cascade, when and where specific factors activate adipose precursors *in vivo* cannot be determined in the *in vitro* system^17^.

Lineage tracing studies have demonstrated that most adipose precursors within WAT are of non-endothelial and non-hematopoietic origin (CD31^−^ and CD45^−^, respectively) and express surface cell markers including CD34, CD29, as well as Platelet-derived growth factor receptor alpha (Pdgfra)^17^,^18^,^19^,^20^. These studies have shown that HFD-induced adipose tissue hyperplasia is restricted to visceral fat^19^,^21^,^22^,^23^. However, lineage tracing cannot reveal details about physiological signals and molecular mechanisms underlying the response of APs to various (patho-)physiological stimuli.

To reveal early molecular targets in APs following overnutrition, we fed mice a HFD for three days and analyzed the transcriptome of APs isolated from subcutaneous (sc) and visceral (vi) WAT. Interestingly, this approach revealed HO-1 being upregulated by HFD in APs, but not other cellular constituents of adipose tissue. Based on our previous work showing that HO-1 is a conserved pro-inflammatory mediator necessary for the adverse metabolic effects of obesity^24^, we here investigate the role of HO-1 on adipogenesis. In our previous work we deleted HO-1 in five metabolic tissues; interestingly, in three of these - beta-cells, adipose tissue (using *aP2-Cre*) and muscle - presence or absence of HO-1 appeared negligible after HFD feeding. Intriguingly though, liver and macrophage HO-1 knockout mice exhibit an exquisitely healthy metabolic profile, however, a role of HO-1 in adipogenesis was not addressed at this time, due to a lack of suitable Cre lines to delete HO-1 in adipose precursors. Although various *aP2-Cre* lines have been used to target adipose tissue and were the only ones available; the lack of specificity of these lines for adipocytes as well as expression of aP2 during terminal differentiation^25^ made this model unattractive for studying adipogenesis. We chose to readdress a role of HO-1 in adipogenesis, as HO-1 top-scored in our adipose precursor array screen, and genetic tools to target adipose precursors have now been characterized^19^. We conditionally deleted HO-1 in early (*Pdgfra-Cre*) as well as late (*AdipoQ-Cre*) adipogenesis to distinguish whether observed phenotypes are the result of gene function within adipocyte precursors (APs) or mature adipocytes. Deletion of HO-1 in AP cells using *Pdgfra-Cre* enhanced viAP proliferation and differentiation. Mechanistically, we demonstrate that deficiency of HO-1 in viAPs raised reactive oxygen species (ROS) levels and promoted proliferation and differentiation via increasing Akt2 signaling.

## Results

### HFD feeding targets HO-1 in adipose precursors

Short periods of consumption of a HFD (<1 wk) lead to rapid visceral-specific expansion of adipocyte precursors which is phenotypically similar to the accumulation of abdominal WAT in men^19^. However, the nutrient-associated genetic factors regulating this process *in vivo* are largely unknown. We used an unbiased transcriptomics approach to identify the earliest molecular underpinnings occuring in APs following a brief HFD in mice. Body weight as well as fat pad weight significantly increased in wildtype mice fed a HFD for three days (Figure S1A). We enriched adipose precursors by bead-purification^19^,^26^,^27^. High expression of the adipose precursor marker Pdgfra selectively in APs, paralleled by low CD68 and AdipoQ expression demonstrated successful enrichment, in addition to separation from Lin^+^ (CD31^+^CD45^+^Ter119^+^) cells and mature adipocytes (which show low Pdgfra expression) (Figure S1B). 

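RNA of freshly isolated APs was hybridized to 8 arrays, 2 for each combination of diet (SD or HFD for 3 days) and depot. Each array held RNA pooled from 3 mice aged 7 to 8 weeks. The cells were those left after depletion with beads against CD45 and CD31 and then held by beads against SCA-1, so that blood and endothelial cells were to be removed. The Mouse Gene 1.0 ST array reads 1 colour and has a probe set, a group of probes for a single transcript, for most mouse genes. The authors deposited 1 intensity per probe set and array after RMA, which corrects for background, equalizes the arrays and summarizes the probes. The deposited intensities are whole numbers and were converted to log2, so that a change of 1 is a 2-fold change. As in the paper's methods, probe sets were kept if their log2 level exceeded 7 on at least 3 arrays and if they fell in the most variable tercile. Of the probe sets with 1 gene symbol, 3076 for 2914 genes passed this filter. A linear model over the 8 arrays (limma) tested HFD against SD in viAPs and in scAPs, the difference between these 2 changes, and SD viAPs against SD scAPs. A probe set counts as changed at a change of at least 2-fold and a Benjamini-Hochberg adjusted p under 0.05. For a named gene outside the filter, such as Mki67, p was adjusted over all 21789 probe sets with 1 symbol. In gene lists a member rose or fell at an adjusted p under 0.05 without a minimum fold. Lists were tested with limma's camera, which compares the members with the other genes above a log2 level of 7. This matters here because the 6610 genes above that level had a median change of 0.31 in viAPs and 0.18 in scAPs, while the median over all probe sets changed by -0.09 and -0.03. The list test was also run with the correlation between members estimated from the arrays in place of a preset 0.01. Of the list values followed, 32 lost the threshold under that setting and 0 kept it. Lists with an estimated correlation under 0.01 lost it too, such as depot identity in viAPs (-0.03). A miss under that setting alone therefore does not show that correlated genes account for a result. The limma p-values of single probe sets measure the spread between pools, and 2 pools per group limit their precision. Those of camera with the preset correlation rest on the spread between genes. Fisher's exact test, used for overlaps and enrichments, counts probe sets or genes. Neither treats the pools as the replicates. Depot genes on the array labelled SD viAP replicate 4 had the levels of scAPs, so counts are also given without it. Across probe sets, which are not independent replicates, its log2 values had a Pearson correlation of 0.969 with SD scAP replicate 2, 0.947 with SD scAP replicate 1 and 0.945 with SD viAP replicate 3.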

Microarray analysis was performed on AP cells lysed directly after isolation to avoid cellular phenotype alterations occuring in culture^28^. By comparing standard diet (SD)- with HFD-fed mice, microarray analysis revealed regulation of a greater number of genes in visceral APs (viAP) as compared to subcutaneous APs (scAP) (Fig. 1A and B). 

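HFD raised many more genes than it lowered in both depots. In viAPs 384 probe sets were higher and 31 lower after HFD by limma. In scAPs 99 were higher and 5 lower. Ptger4, a prostaglandin E2 receptor, rose in viAPs by 2.16 on the log2 scale (standard error 0.31, adjusted p = 0.00448 from limma). In scAPs its change was 0.58 (adjusted p = 0.19 from limma). Jup, a protein of cell junctions, rose in scAPs by 1.69 (standard error 0.16, adjusted p = 0.0108 from limma) and by 0.92, under 2-fold, in viAPs (adjusted p = 0.00602). Of the 415 probe sets that changed in viAPs, 402 had a change of the same sign in scAPs. The median change of all probe sets in the filter was 0.63 in viAPs and 0.40 in scAPs. A shared sign alone therefore says little about the probe sets called. Limma's test of the difference between the 2 changes called 0 probe sets, and its smallest adjusted p was 0.267. At an unadjusted p under 0.05 it gave 95, of which 60 had the larger change in viAPs and 35 in scAPs, and the same model without moderation gave 50 unadjusted and 0 after adjustment. A second quantile normalization of the deposited values moved the share of viAP calls that were higher from 92.5% to 69.5%, with 137 higher and 60 lower, and in scAPs left 43 higher and 7 lower. Median centring gave 696 higher and 23 lower in viAPs and 159 and 4 in scAPs. In scAPs a model of only the 4 arrays compared called 0 probe sets, and with no filter 1 was called. Without the array labelled SD viAP replicate 4, 328 probe sets were higher and 29 lower in viAPs, of which 228 and 18 were also called with it, and 104 were higher and 11 lower in scAPs. Without HFD viAP replicate 5 the viAP counts were 41 higher and 7 lower, without HFD viAP replicate 6 the lower count was 17, and without SD viAP replicate 3 they were 607 and 105 and the difference test called 98. In scAPs 0 probe sets were called without SD scAP replicate 2 or HFD scAP replicate 8, 2 without HFD scAP replicate 7, and 57 higher and 2 lower without either HFD viAP array.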

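In viAPs HFD raised Ret, a receptor tyrosine kinase, by 2.28 on the log2 scale (standard error 0.24, adjusted p = 0.00324 from limma). Hk2, which phosphorylates glucose in the first step of glycolysis, rose by 2.16 (standard error 0.14, adjusted p = 0.00312). Cxcl13, a chemokine for B cells, fell by 3.98 (standard error 0.34, adjusted p = 0.00324). Angptl4, an inhibitor of lipoprotein lipase, fell by 1.60 (standard error 0.15), and Reep6 fell by 1.60 (standard error 0.21). These 5 genes passed whichever single array was left out. Of 59 measured genes of the extracellular matrix, 34 rose, 1 fell and 24 did not pass (35 and 1 adjusted over the list alone), and among them Ltbp4 rose by 1.79 and Adamts4 by 1.63. This list stood above the other genes (camera, adjusted p = 0.00367, and adjusted p = 0.363 with an estimated correlation). Of 23 targets of YAP and TGF-beta, 14 rose, 0 fell and 9 did not pass (13 adjusted over the list alone, with a camera adjusted p of 0.00539, and adjusted p = 0.363 with an estimated correlation), among them Ccn2 (1.94) and Smad7 (1.47). Of 20 genes of fatty acid synthesis, 8 rose, 0 fell and 12 did not pass (8 adjusted over the list alone, with a camera adjusted p of 0.0104, and adjusted p = 0.497 with an estimated correlation), with Fads2 at 1.57 and Fads1 at 1.09. Of 17 circadian genes, 7 rose, 0 fell and 10 did not pass (10 rose when adjusted over the list alone, with a camera adjusted p of 0.0389, and adjusted p = 0.363 with an estimated correlation), with Bhlhe40 at 1.01 and Nfil3 at 1.01. Of 22 genes of fatty acid oxidation and targets of PPAR, 2 rose, 4 fell and 16 did not pass (2 and 3 adjusted over the list alone), and Pdk4, which limits glucose oxidation, fell by 1.07. Relative to the other genes this list was lower (camera, adjusted p = 0.00946, and adjusted p = 0.363 with an estimated correlation), although its 16 members above a log2 level of 7 had a median of 0.07 and a mean of -0.12, and the median was -0.19 after quantile normalization. Matn2, an extracellular matrix protein and the called viAP gene with the largest increase, had a change of 2.45 (adjusted p = 0.034). Its change was 1.02 without the array labelled SD viAP replicate 4 and 3.87 without SD viAP replicate 3, and its adjusted p was 0.0614 to 0.138 when any array other than an SD viAP array was left out. Leaving out SD viAP replicate 3 gave an adjusted p of 0.172 for the matrix list and 0.0592 for the circadian list. Leaving out HFD viAP replicate 5 gave 0.0501 to 0.0749 for Ltbp4, Adamts4, Fads2, Fads1, Bhlhe40, Nfil3 and Pdk4, and leaving out HFD viAP replicate 6 gave 0.0537 to 0.067 for Adamts4, Nfil3 and Pdk4. Changes under 2-fold were left without the array labelled SD viAP replicate 4 for Fads1 (0.93), Bhlhe40 (0.80), Nfil3 (0.67) and Pdk4 (-0.69).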

In viAPs from HFD fed mice 496 genes were regulated, of which 443 were induced and 53 repressed more than 2.0-fold, respectively (Fig. 1B and Table S1). In scAPs from HFD fed mice 172 genes were regulated, of which 149 were induced and 23 repressed more than 2.0-fold, respectively (Fig. 1B and Table S2). 

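In scAPs HFD raised Bmp2, a growth factor of the TGF-beta family, by 1.84 on the log2 scale (standard error 0.16, adjusted p = 0.0108 from limma). Cxcl14, a chemokine, rose by 1.67 (standard error 0.41, adjusted p = 0.0307), and Klf6, a transcription factor, rose by 1.27 (standard error 0.12, adjusted p = 0.0108). The 5 probe sets that fell were those of Car3, Cxcl13, Clec2d, Tmem176a and Timp1. On both HFD scAP arrays 27 of 35 endothelial markers were higher than on both SD scAP arrays, and with the endothelial level as a covariate, with 0 probe sets called, the change of Cxcl14 was -1.33, of Car3 0.66 and of Clec2d 0.07. Because that level itself differs between the SD and HFD scAP arrays, the covariate cannot decide whether endothelial cells account for these changes. Of 18 heat shock genes, 8 rose, 0 fell and 10 did not pass (10 rose when adjusted over the list alone), and the list stood above the other genes (camera, adjusted p = 0.00222, and adjusted p = 0.443 with an estimated correlation). Of 20 genes of fatty acid synthesis, 6 rose, 0 fell and 14 did not pass (6 adjusted over the list alone, with a camera adjusted p of 0.0121, and adjusted p = 0.519 with an estimated correlation). Among them Fads2 rose by 1.31 and Elovl6, a fatty acid elongase, by 1.01. Of 17 circadian genes, 4 rose, 0 fell and 13 did not pass (6 rose when adjusted over the list alone, with a camera adjusted p of 0.00652, and adjusted p = 0.308 with an estimated correlation). Of 23 targets of YAP and TGF-beta, 6 rose, 0 fell and 17 did not pass (6 adjusted over the list alone, with a camera adjusted p of 0.0104, and adjusted p = 0.443 with an estimated correlation), and Smad7 rose by 1.20. No scAP gene passed without SD scAP replicate 2 or HFD scAP replicate 8, and leaving out either of them or HFD scAP replicate 7 gave an adjusted p of 0.0512 to 0.147 for the genes that rose above. Leaving out either HFD viAP array gave 0.0664 to 0.0689 for Cxcl14, Fads2 and Elovl6, and leaving out SD scAP replicate 1 gave 0.087 for Cxcl14, 0.171 for the YAP and TGF-beta list and changes under 2-fold for Clec2d (-0.92) and Timp1 (-0.98).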

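Tbx15, a transcription factor of subcutaneous fat, had a log2 level of 9.50 ± 0.23 (SD, n = 2) in SD scAPs. Its levels on the SD viAP arrays were 4.70 on replicate 3 and 9.77 on replicate 4, and on the HFD viAP arrays 3.91 and 4.09. Mmp3, a matrix metalloproteinase, had 11.38 ± 0.31 (SD, n = 2) in SD scAPs, 7.44 on SD viAP replicate 3 and 11.00 on replicate 4. Ccl8, a chemokine, had 8.53 ± 0.22 (SD, n = 2) in SD scAPs, against 4.64 and 7.91. Hoxc10, a homeobox gene, had 7.75 ± 0.14 (SD, n = 2), against 5.55 and 7.73. Sfrp2, a modulator of Wnt signalling, had 12.05 ± 0.25 (SD, n = 2), against 10.05 and 11.53. On SD viAP replicate 3 Tbx15, Ccl8 and Hoxc10 lay under that array's median log2 level of 5.73. Differences from such low levels may be understated. Tcf21 and Wt1, transcription factors of visceral fat chosen after their values were seen, had levels of 9.61 and 8.71 on SD viAP replicate 3 and of 5.32 and 5.98 on replicate 4. Between SD viAPs and SD scAPs limma called 0 probe sets with all arrays, 66 at an unadjusted p under 0.05 (22 higher and 44 lower in viAPs), and a test of only these 4 arrays without moderation gave 4 unadjusted and 0 after adjustment. Without the array labelled SD viAP replicate 4 it called 227, of which 99 were higher and 128 lower in SD viAPs. With all arrays the SD viAP minus SD scAP change was -2.26 for Tbx15 (adjusted p = 0.327 from limma), -1.26 for Sfrp2 (adjusted p = 0.163), -1.1 for Hoxc10 (adjusted p = 0.295), -2.25 for Ccl8 (adjusted p = 0.189) and -2.16 for Mmp3 (adjusted p = 0.224). Without that array it was -4.80 for Tbx15 (adjusted p = 0.00232), -2.00 for Sfrp2 (adjusted p = 0.015), -3.88 for Ccl8 (adjusted p = 0.0027), -3.94 for Mmp3 (adjusted p = 0.0027) and -2.19 for Hoxc10 (adjusted p = 0.0173). Of 29 measured depot identity genes, 0 passed between the SD depots (0 adjusted over the list alone, with a camera adjusted p of 0.526, and adjusted p = 0.785 with an estimated correlation). After HFD 2 of them rose, 1 fell and 26 did not pass in viAPs, and 0 passed in scAPs (0 adjusted over the list alone in either depot). Relative to the other genes the list was lower in viAPs (camera, adjusted p = 0.00911, adjusted p = 0.363 with an estimated correlation, 0.135 after quantile normalization, median 0.05, mean -0.22) and in scAPs (camera, adjusted p = 0.00941, adjusted p = 0.308 with an estimated correlation, 0.0839 after quantile normalization, 0.155 without SD scAP replicate 2).

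**Figure D1:**
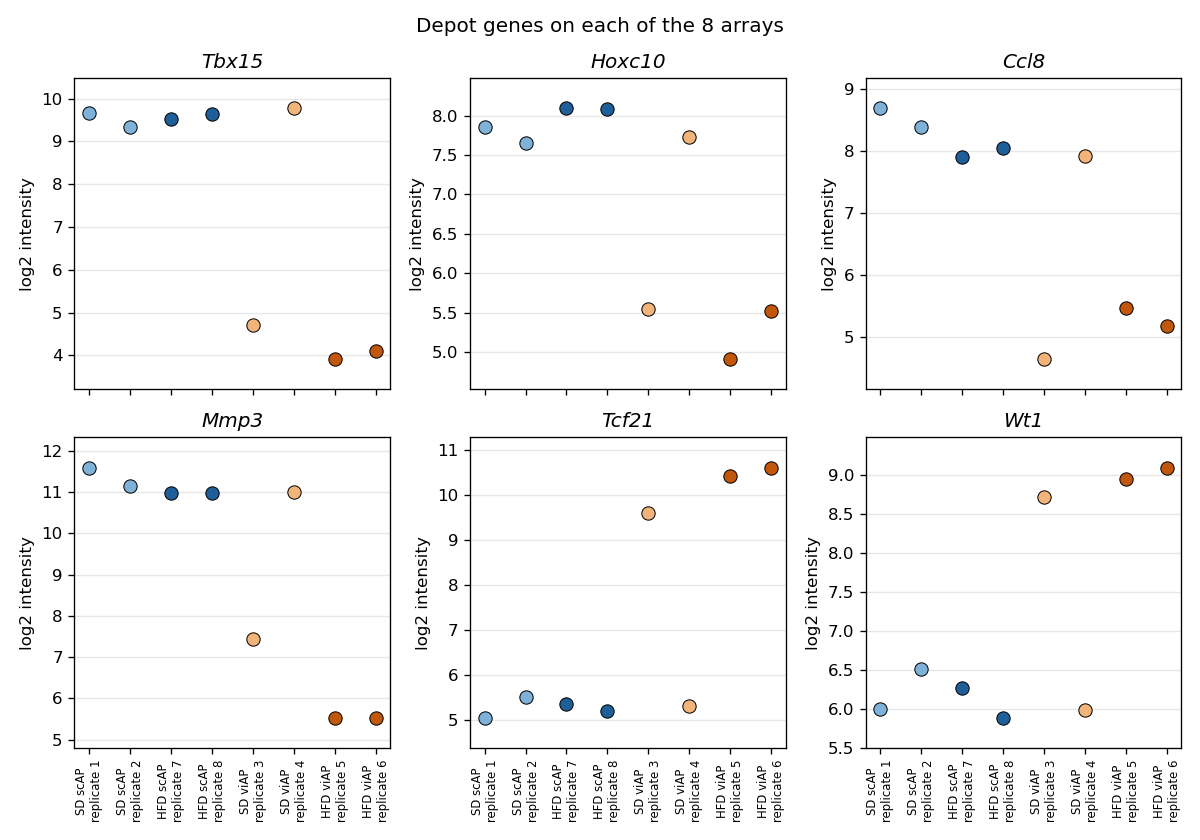
Log2 intensity (vertical axis) of Tbx15, Hoxc10, Ccl8, Mmp3, Tcf21 and Wt1 on each of the 8 arrays (horizontal axis), 1 point per array, coloured by diet and depot. On the array labelled SD viAP replicate 4, Tbx15 stands at 9.77, close to the scAP arrays (9.34 to 9.67), and Tcf21 at 5.32, far from SD viAP replicate 3 (9.61).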

Of note, we could verify previous findings of several genes that are differentially expressed between sc and vi APs (in SD fed mice)^29^ including Tbx15, Sfrp2, Hoxc10, Ccl8, Mmp3 and others.

The HFD fed mice gene-signature in viAPs was characterized by significant enrichment of cell cycle/cell proliferation pathways, based on (i) viAP Ki67 gene upregulation (Fig. 1A), (representing proliferative capacity)^19^,^30^; (ii) DAVID classification (Fig. 1C, top panel and Table S3); (iii) GSEA analysis using curated ‘Cell cycle’ pathways from Gene Ontology, Reactome as well as KEGG. 

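Mki67 (probe set 10568714), which encodes the proliferation marker Ki67, had a log2 level of 6.14 ± 0.01 (SD, n = 2) in SD viAPs and 8.45 ± 0.33 (SD, n = 2) in HFD viAPs. The change was 2.31 (standard error 0.19, adjusted p = 0.0171 from limma). Of 66 measured mitosis genes, 42 rose, 0 fell and 24 did not pass (56 rose when adjusted over the list alone), and 65 had a positive change. The median change over the 66 was 1.01, and 32 rose at least 2-fold. Ccnb2, a cyclin of mitotic entry, rose by 1.85 (standard error 0.21, adjusted p = 0.0035), and Plk1, a mitotic kinase, rose by 1.80 (standard error 0.19, adjusted p = 0.0189). Mad2l1, of the spindle checkpoint, rose by 1.5 (adjusted p = 0.024). Most mitosis genes were dim, and 2 lay above a log2 level of 7. Over genes above that level the list had an adjusted p of 0.0509 (camera, and adjusted p = 0.428 with an estimated correlation), and over all measured genes an adjusted p of 1.43e-32 (adjusted p = 0.125 with an estimated correlation). Of 58 replication genes, 7 rose, 0 fell and 51 did not pass (7 adjusted over the list alone; camera, adjusted p = 0.225, and over all measured genes adjusted p = 1.2e-05, or adjusted p = 0.207 with an estimated correlation), and Rrm1, a subunit of ribonucleotide reductase, rose by 1.35. Of the 161 measured cell cycle genes of Table S5, 45 rose, 0 fell and 116 did not pass (52 and 2 adjusted over the list alone; camera, adjusted p = 0.125, and over all measured genes adjusted p = 6.91e-09, or adjusted p = 0.207 with an estimated correlation). In this list Smc4 of the condensin complex rose by 1.29 and Kpna2, a nuclear import factor, by 1.58. Among the genes called higher in viAPs were 7 of the 30 Table S5 genes that passed the filter, against 3.82 by chance (odds ratio 2.11, Fisher's exact test, one-sided, p = 0.0775). With no filter it was 20 of 161, against 2.79 by chance (Fisher's exact test, p = 6.01e-12). For Mki67 the adjusted p was 0.0896 without the array labelled SD viAP replicate 4 (change 2.32), 0.27 without HFD viAP replicate 5, 0.159 without HFD viAP replicate 6 and 0.0639 without either HFD scAP array. In Fisher's exact test the Table S5 count had p = 0.011 without HFD viAP replicate 6 and p = 1 without HFD viAP replicate 5. Leaving out HFD viAP replicate 5 gave an adjusted p from 0.0501 (Ccnb2) to 0.282 (Plk1 and Mad2l1) for the other genes named. Plk1 and Mad2l1 had 0.0639 to 0.159 without the array labelled SD viAP replicate 4, HFD viAP replicate 6 or either HFD scAP array. The mitosis list over genes above a log2 level of 7 had 0.0272 to 0.043 when that array, an SD scAP array or an HFD viAP array was left out.

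**Figure D2:**
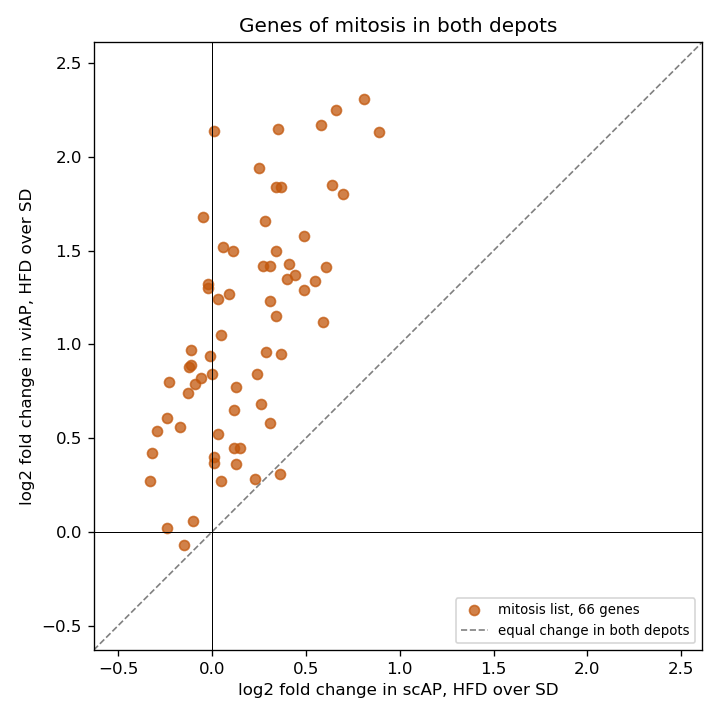
Log2 fold change of the 66 mitosis genes after HFD in viAPs (vertical axis) against scAPs (horizontal axis), 1 point per gene, with a dashed line at equal change. The median change is 1.01 in viAPs and 0.13 in scAPs.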

GSEA-enrichment of custom-built gene sets comprising two distinct stages of *in vitro* (3T3-L1) preadipocyte differentiation^31^: Whereas the gene set ‘terminal differentiation’ as a group exhibited less remarkable regulation, the gene set ‘preadipocyte proliferation’ showed marked upregulation specifically in viAPs from HFD-fed mice (Fig. 1D). (iv) Enrichment of a gene coexpression network representing the common genes from the GSEA-‚ ‘Leading Edge’ in viAPs (Fig. 1E, upper panel, and Table S5).

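Table S5 marks the genes of its lists that the study took as core enrichment. Of the 19 such genes that passed the filter, 7 were called higher in viAPs (Fisher's exact test, one-sided, p = 0.00655), and of the 11 others 0 were. The study chose the core genes on these samples, so this count is not independent evidence of their direction. In scAPs 0 of the 30 were called higher. The 3T3-L1 gene sets were not used here, and markers of precursors and adipocytes were tested in their place. Of 26 mature adipocyte genes, 0 rose, 5 fell and 21 did not pass in viAPs (1 rose and 6 fell when adjusted over the list alone), and the list stood below the other genes (camera, adjusted p = 0.000166, and adjusted p = 0.363 with an estimated correlation). Plin4, a lipid droplet protein, fell by 1.42 in viAPs, and Aqp7, a glycerol channel, fell by 1.01. In scAPs 2 of the 26 rose, 1 fell and 23 did not pass (0 adjusted over the list alone, with a camera adjusted p of 0.778). Of 18 committed preadipocyte genes, 8 rose, 0 fell and 10 did not pass in scAPs (9 rose when adjusted over the list alone, with a camera adjusted p of 0.00275, and adjusted p = 0.443 with an estimated correlation), and 7 rose, 1 fell and 10 did not pass in viAPs (7 and 1 adjusted over the list alone, with a camera adjusted p of 0.31). Pparg, the master regulator of adipogenesis, rose in scAPs by 0.99 (standard error 0.25, adjusted p = 0.0323 from limma), which is under 2-fold, and changed by -0.41 in viAPs (adjusted p = 0.179). On both HFD scAP arrays 27 of 35 endothelial markers were higher than on both SD scAP arrays, and with the endothelial level as a covariate the scAP change of Pparg was -0.53 and the committed preadipocyte list stood below the other genes (camera, adjusted p = 0.00044). Since that level differs between the scAP diets, these reversals cannot decide whether endothelial cells account for the scAP changes. Of 23 adipose precursor genes, 6 rose, 0 fell and 17 did not pass in either depot (5 adjusted over the list alone in viAPs and 7 in scAPs; camera, adjusted p = 0.751 and 0.282). Of 17 genes of DPP4-positive interstitial progenitors, 4 rose in viAPs and 2 in scAPs (1 and 0 adjusted over the list alone; camera, adjusted p = 0.746 and 0.628). Against all measured genes the precursor list had an adjusted p of 0.00475 and 0.000383 (adjusted p = 0.371 and 0.307 with an estimated correlation) and the progenitor list 0.0149 and 0.0958 (adjusted p = 0.578 and 0.783 with an estimated correlation). The adjusted p of the committed preadipocyte list in scAPs was 0.212 without SD scAP replicate 1, and that of the adipose precursor list in viAPs was 0.0426 without the array labelled SD viAP replicate 4. Plin4 and Aqp7 had an adjusted p of 0.0588 to 0.1 without HFD viAP replicate 5 or 6, and Aqp7 had 0.0546 without the array labelled SD viAP replicate 4, where Plin4 changed by -0.72. Pparg in scAPs had 0.0719 to 0.134 when any array other than an SD viAP array was left out.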

HFD feeding targets genes in scAPs associated with regulation of cytoarchitecture and/or angiogenesis (Fig. 1C, lower panel and Table S4) including Thsp1^32^, Timp1^33^ and Flt-1. 

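Timp1, an inhibitor of metalloproteinases, fell in scAPs after HFD by 1.1 on the log2 scale (standard error 0.16, adjusted p = 0.0142 from limma). Thbs1, an inhibitor of angiogenesis, had a change of 1.19 in scAPs (standard error 0.61, adjusted p = 0.172). In viAPs Thbs1 rose by 1.98 (standard error 0.61, adjusted p = 0.0286 from limma), and by 0.94, under 2-fold, without the array labelled SD viAP replicate 4. The difference between its 2 changes had an adjusted p of 0.67. Flt1, a VEGF receptor of endothelial cells, had a change of 1.00 in scAPs (standard error 0.16, adjusted p = 0.0856 over all probe sets with 1 symbol). Of 59 extracellular matrix genes, 24 rose, 1 fell and 34 did not pass in scAPs (27 and 2 adjusted over the list alone). The list stood above the other genes (camera, adjusted p = 0.00016, and adjusted p = 0.308 with an estimated correlation). Col15a1 and Col4a2, collagens of basement membranes, rose by 1.47 and 1.25, and Lamb1, a laminin, rose by 1.28. Of 35 endothelial markers, 3 rose, 0 fell and 32 did not pass in scAPs (19 rose when adjusted over the list alone). They were Cdh5, the cadherin of endothelial junctions (1.83, standard error 0.38, adjusted p = 0.0225), Adgrf5 (1.33) and Cd300lg (1.11). Over the 6 markers above a log2 level of 7 the list had an adjusted p of 0.0104 (camera, and adjusted p = 0.308 with an estimated correlation), and over all 35 an adjusted p of 3.43e-17 (adjusted p = 0.132 with an estimated correlation). Of the 35 markers, 27 were higher on both HFD scAP arrays than on both SD scAP arrays (77.1%, where chance gives 16.7% for a single marker). Markers of 1 cell type can move together, so the 35 are not independent tests. The log2 level of Cdh5 in HFD scAPs was 8.81 ± 0.09 (SD, n = 2). With the endothelial level as a covariate the scAP change was -0.59 for Col15a1 and -0.35 for Col4a2, and the matrix list stood below the other genes (camera, adjusted p = 0.0214). The covariate itself differs between the scAP diets, so it cannot decide whether endothelial cells account for the matrix changes. In viAPs 1 of the 35 rose and 0 fell (0 adjusted over the list alone), and the list stood below the other genes (camera, adjusted p = 0.0432, and adjusted p = 0.363 with an estimated correlation). Of 17 genes of pericytes and smooth muscle, 2 rose, 0 fell and 15 did not pass in scAPs (4 adjusted over the list alone). The scAP list had a camera adjusted p of 0.455 over 6 members, and over all 17 of 0.000795, or 0.243 with an estimated correlation. In viAPs 1 of the 17 rose, 1 fell and 15 did not pass (3 and 2 adjusted over the list alone). The viAP list had a camera adjusted p of 0.266 over 6 members (median 0.30) and of 0.8 over all 17 (median -0.09). Both viAP tests pointed below the other genes. Without SD scAP replicate 1 the adjusted p in scAPs was 0.255 for the endothelial list, 0.0628 for the matrix list and 0.0501 for Cdh5, and the changes of Cd300lg (0.85), Col4a2 (0.97) and Timp1 (-0.98) were under 2-fold. The endothelial list in viAPs had an adjusted p of 0.087 after median centring, 0.165 after quantile normalization, 0.1 without SD viAP replicate 3, 0.0583 without the array labelled SD viAP replicate 4 and 0.164 without HFD viAP replicate 6. The scAP genes that passed had an adjusted p of 0.0512 to 0.113 without SD scAP replicate 2, HFD scAP replicate 7 or HFD scAP replicate 8. Cd300lg, Col15a1 and Lamb1 had 0.0509 to 0.056 without either HFD viAP array, and Thbs1 had 0.0261 without either SD viAP array.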

Of the 172 genes whose expression is regulated by more than 2-fold in scAPs, 66 of these were also changed in viAPs (Fig. 1B and Tables S1 and S2). Thus, these 66 genes define a core HFD-induced molecular signature common to both primary visceral and subcutaneous APs, shown in Fig. 1E, lower panel, and Tables S1 and S2. 

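The genes that changed in scAPs overlapped strongly with those that changed in viAPs. Of the 104 probe sets called in scAPs, 58 (55.8%) were also called in viAPs in the same direction, and 0 in the opposite direction. The 54 that were higher in both depots compare with 12.4 expected by chance among the probe sets tested (Fisher's exact test, one-sided, p = 1.01e-24). The 4 that were lower in both compare with 0.0504 expected (Fisher's exact test, p = 4.2e-08). Vcam1, an adhesion molecule, rose by 1.32 in viAPs (standard error 0.20, adjusted p = 0.00494 from limma) and by 1.53 in scAPs (standard error 0.20, adjusted p = 0.0141). Thy1, a surface marker of mesenchymal cells, rose by 1.33 in viAPs and 1.13 in scAPs. Fisher's exact test takes probe sets as independent, which genes of a cell are not. The depots have separate control arrays, but both changes come from 1 model and share each probe set's error estimate. This sharing alone can place a probe set among the calls of both depots, and its part in the overlap was not tested. The model of only the 4 arrays of a comparison called 0 probe sets in scAPs, so it gives no overlap to compare. Without the array labelled SD viAP replicate 4 52 were shared. Without SD scAP replicate 2 or HFD scAP replicate 8 there were 0, without HFD scAP replicate 7 1 (Fisher's exact test, p = 0.223), without HFD viAP replicate 5 9 and without HFD viAP replicate 6 37, and after quantile normalization there were 19. Vcam1 and Thy1 had an adjusted p of 0.0547 and 0.0653 in viAPs without HFD viAP replicate 5, and of 0.0512 to 0.153 in scAPs without SD scAP replicate 2, HFD scAP replicate 7 or HFD scAP replicate 8. Thy1 also missed 0.05 without HFD viAP replicate 6 (adjusted p = 0.0559 in viAPs and 0.0717 in scAPs), SD scAP replicate 1 (adjusted p = 0.0506 in scAPs) and HFD viAP replicate 5 in scAPs (adjusted p = 0.0717), and rose by 0.87, under 2-fold, in viAPs without SD viAP replicate 3.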

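Cyp51, a demethylase of sterol synthesis, rose by 1.93 on the log2 scale in viAPs (standard error 0.13, adjusted p = 0.00312 from limma) and by 2.28 in scAPs (standard error 0.13, adjusted p = 0.00214). Idi1 rose by 1.60 in viAPs and 2.21 in scAPs, Msmo1 by 1.70 and 1.77, and Sqle, the squalene epoxidase, by 2.22 in scAPs. Of 20 measured sterol genes, 10 rose, 0 fell and 10 did not pass in each depot (11 rose in viAPs and 15 in scAPs when adjusted over the list alone). The list stood above the other genes in viAPs (camera, adjusted p = 0.00165, and adjusted p = 0.416 with an estimated correlation) and in scAPs (camera, adjusted p = 2.45e-09, and adjusted p = 0.308 with an estimated correlation). Of 51 small nucleolar RNAs, which guide the modification of ribosomal RNA, 15 rose, 0 fell and 36 did not pass in viAPs (13 and 1 adjusted over the list alone, with a camera adjusted p of 0.266) and 10 rose, 0 fell and 41 did not pass in scAPs (14 rose when adjusted over the list alone, with a camera adjusted p of 0.000227, and adjusted p = 0.443 with an estimated correlation). Snord33 rose by 1.52 in viAPs and 1.70 in scAPs. Of 34 immediate early genes, 15 rose, 0 fell and 19 did not pass in viAPs (13 rose when adjusted over the list alone, with a camera adjusted p of 0.514) and 9 rose, 0 fell and 25 did not pass in scAPs (13 rose when adjusted over the list alone, with a camera adjusted p of 0.0758). Over all measured genes that list had an adjusted p of 1.2e-05 in viAPs and 7.84e-07 in scAPs (adjusted p = 0.125 and 0.133 with an estimated correlation), and the small nucleolar RNAs in viAPs 1.2e-05 (adjusted p = 0.264 with an estimated correlation). Maff, a small Maf transcription factor, rose by 1.15 and 1.28. Car3, a carbonic anhydrase of fat cells, fell by 3.43 in viAPs and by 1.69 in scAPs, Clec2d fell by 1.08 and 1.24, Tmem176a fell by 1.33 and 1.24, and Cxcl13 fell by 1.33 in scAPs. With the endothelial level as a covariate, which itself differs between the scAP diets and so cannot decide their cause, the scAP change was 0.66 for Car3 and 0.07 for Clec2d. Cyp51 in viAPs passed whichever single array was left out, and Idi1, Msmo1, Snord33, Maff and Car3 in viAPs had an adjusted p of 0.0501 to 0.061 without HFD viAP replicate 5. The genes named had an adjusted p of 0.0512 to 0.162 in scAPs without SD scAP replicate 2, HFD scAP replicate 8 or, Cyp51 excepted, HFD scAP replicate 7. Maff, Car3, Clec2d and Cxcl13 had 0.0505 to 0.0677 without either HFD viAP array and Cxcl13 had 0.0952 without SD scAP replicate 1, where Maff (0.95) and Clec2d (-0.92) changed under 2-fold in scAPs.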

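Hmox1 (probe set 10572897) encodes HO-1, the inducible enzyme that breaks down heme. Its log2 level rose from 9.52 ± 0.33 (SD, n = 2) in SD viAPs to 11.72 ± 0.18 (SD, n = 2) in HFD viAPs and from 9.67 ± 0.27 (SD, n = 2) in SD scAPs to 11.48 ± 0.08 (SD, n = 2) in HFD scAPs. The change was 2.19 in viAPs (standard error 0.21, adjusted p = 0.00324 from limma) and 1.81 in scAPs (standard error 0.21, adjusted p = 0.0141), a difference of 0.38 (standard error 0.30, adjusted p = 0.554). Without the array labelled SD viAP replicate 4 the difference was 0.61. In each depot both HFD arrays were higher than both SD arrays. Among the 57 genes called in both depots, Hmox1 had the 4th largest mean log2 increase, after Ret, Cyp51 and the small nucleolar RNA Snord61. Ranked by mean gain in intensity, which also depends on how bright a probe set is, Hmox1 was 1st. Of 27 targets of NRF2, the transcription factor that induces antioxidant genes including Hmox1, 6 rose, 0 fell and 21 did not pass in viAPs (6 adjusted over the list alone, with a camera adjusted p of 0.569) and 3 rose, 0 fell and 24 did not pass in scAPs (3 adjusted over the list alone, with a camera adjusted p of 0.582). Tested against all measured genes the list had an adjusted p of 0.000506 in viAPs and 0.00875 in scAPs (adjusted p = 0.207 and 0.307 with an estimated correlation). Gclc and Gclm, the subunits of the enzyme that starts glutathione synthesis, rose in viAPs by 1.22 and 1.12, and by 0.70 and 0.94 in scAPs, under 2-fold. In viAPs Hmox1 passed whichever single array was left out, with a change of 2.43 without the array labelled SD viAP replicate 4. In scAPs its adjusted p was 0.0512 without SD scAP replicate 2, 0.0516 without HFD scAP replicate 8 and 0.0818 without HFD scAP replicate 7. It was 0.0712 in a limma model of only the 4 scAP arrays, and with the endothelial level as a covariate the change was 1.13 in scAPs (adjusted p = 0.85) and 2.35 in viAPs (adjusted p = 0.0526). As that level differs between the scAP diets, the covariate cannot decide how much of the scAP change it accounts for. Gclc and Gclm in viAPs had an adjusted p of 0.0501 without HFD viAP replicate 5, with Gclm at 0.99, under 2-fold, without the array labelled SD viAP replicate 4.

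**Figure D3:**
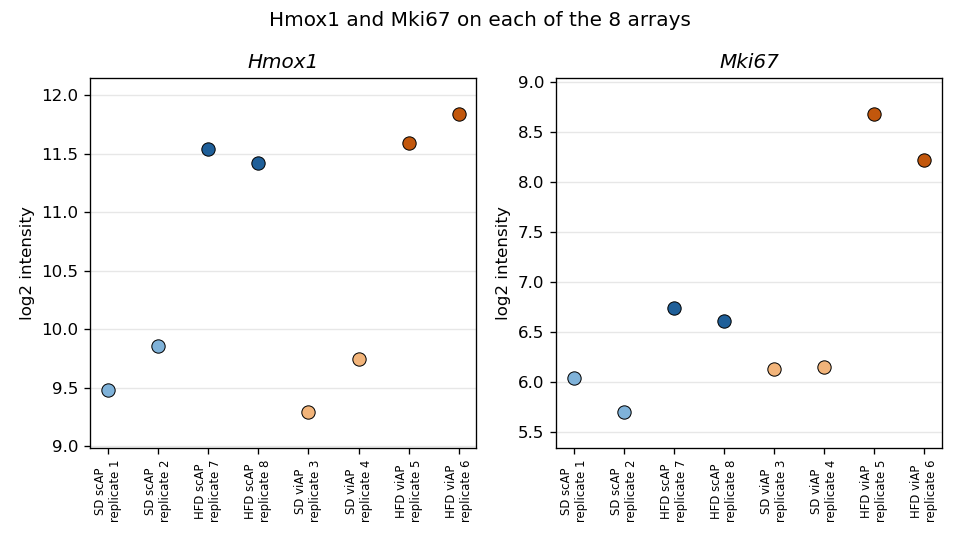
Log2 intensity (vertical axis) of Hmox1 and Mki67 on each of the 8 arrays (horizontal axis), 1 point per array, coloured by diet and depot. Hmox1 stands at 11.42 to 11.84 on the HFD arrays and at 9.29 to 9.86 on the SD arrays, and Mki67 at 8.22 and 8.68 on the HFD viAP arrays and at no more than 6.74 on the others.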

The gene most highly induced in our ‘HFD-signature’ was HO-1 (Fig. 1E, lower panel & 1 F marked in bold letters). Importantly, HFD failed to upregulate HO-1 in Lin^+^ cells as well as in mature adipocytes (Fig. 1G). Significant elevation of HO-1 protein levels, detected by western blotting in isolated APs from scWAT and viWAT from mice fed either SD or HFD for three days (Fig. 1H and I), confirmed our observations at mRNA level (Fig. 1G). Enzymatic digestion of WAT followed by bead-separation may induce ‘unspecific’ gene expression in adipose cells^34^ and interfere with HO-1 expression in our APs. Thus, to exclude that experimental manipulation caused HO-1 expression, we performed histological staining of HO-1 in WAT of SD versus HFD fed mice. In SD fed mice, HO-1 staining was barely detectable, however, HFD feeding for three days strongly increased HO-1 expression. Importantly, HFD-induced HO-1 expression was found in cells expressing the adipose precursor marker CD24 (Fig. 1J). Serum of mice exposed to HFD for three days contains elevated levels of non-esterified free fatty acids (NEFAs)^35^. Therefore, we assessed whether fatty acids are responsible for HO-1 induction in APs. Indeed, incubating these cells with palmitic acid resulted in strong upregulation of HO-1 mRNA in a time-dependent manner (Figure S1C), in contrast to linoleic and oleic acid (Figure S1D). Further, HO-1 upregulation was dependent on the transcription factor Nrf2, since palmitic acid failed to induce HO-1 mRNA in APs from Nrf2 knockout mice (Figure S1E). Thus, these data strongly support our notion that HO-1 is part of an early molecular mechanism determining AP activation during HFD feeding. Together, our data show that HFD feeding triggers depot-specific-, as well as depot-independent gene expression signatures in APs *in vivo*, and that viAPs express a proliferation network which is absent in scAPs. 

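The change after HFD was compared between the depots for whole groups of genes. The 66 mitosis genes changed more in viAPs than in scAPs, with a median difference of 0.90, and 65 of them had the larger change in viAPs. None passed limma's test of the difference gene by gene (0, and 43 adjusted over the list alone). The list test of the difference had an adjusted p of 0.0283 (camera, and adjusted p = 0.419 with an estimated correlation) over 2 genes above a log2 level of 7, and 2.03e-47 over all measured genes (adjusted p = 0.157 with an estimated correlation). In scAPs 0 of the 66 passed (0 adjusted over the list alone; camera, adjusted p = 0.325, and over all measured genes adjusted p = 0.00891, or adjusted p = 0.722 with an estimated correlation, with a median change of 0.13). Mki67 had a change of 0.81 in scAPs (standard error 0.19, adjusted p = 0.142 from limma), and the difference between depots was 1.5 (standard error 0.27, adjusted p = 0.552). Of the cell cycle genes of Table S5 7 rose and 0 fell in scAPs (0 adjusted over the list alone, with a camera adjusted p of 0.525), and the difference between depots had an adjusted p of 0.199 (0 genes, and 3 adjusted over the list alone). Of the replication genes 1 rose and 0 fell in scAPs (0 adjusted over the list alone, with a camera adjusted p of 0.581), and their difference had an adjusted p of 0.519 (0 genes, and 0 adjusted over the list alone). The 35 endothelial markers changed more in scAPs, with a median difference of -0.92 and 0 genes passing by themselves (21 lower when adjusted over the list alone, with a camera adjusted p of 1.46e-06, and adjusted p = 0.172 with an estimated correlation). The sterol genes also changed more in scAPs, with a median difference of -0.12 and 0 genes passing (0 adjusted over the list alone, with a camera adjusted p of 0.000159, and adjusted p = 0.419 with an estimated correlation). The change of committed preadipocyte genes was also more positive in scAPs (0 genes, and 0 adjusted over the list alone, median difference -0.41, camera adjusted p of 2.01e-07, and adjusted p = 0.409 with an estimated correlation). Mature adipocyte genes had a median change of -0.34 in viAPs and 0.13 in scAPs over all 26 and of -0.52 and 0.46 over the 10 above a log2 level of 7 (0 genes passed the test of the difference, and 1 lower adjusted over the list alone, median difference -1.01 over the 10, camera adjusted p of 2.01e-07, and adjusted p = 0.409 with an estimated correlation). With the endothelial level as a covariate the differences of the last 2 lists reversed (camera, adjusted p = 9.36e-05 for committed preadipocytes and 0.118 for mature adipocytes), and those of mitosis and sterol genes had an adjusted p of 0.361 and 0.303. Because the covariate itself differs between the scAP diets, it cannot decide whether endothelial cells account for these differences. The paper concludes that part of the response to HFD is specific to a depot and part is shared, and that the proliferation network belongs to viAPs. The difference of the mitosis list had an adjusted p of 0.136 without SD viAP replicate 3 and 0.0596 without HFD scAP replicate 8, and that of the sterol list 0.136 without SD viAP replicate 3. Without the array labelled SD viAP replicate 4 the mitosis value was 0.0205.

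**Figure D4:**
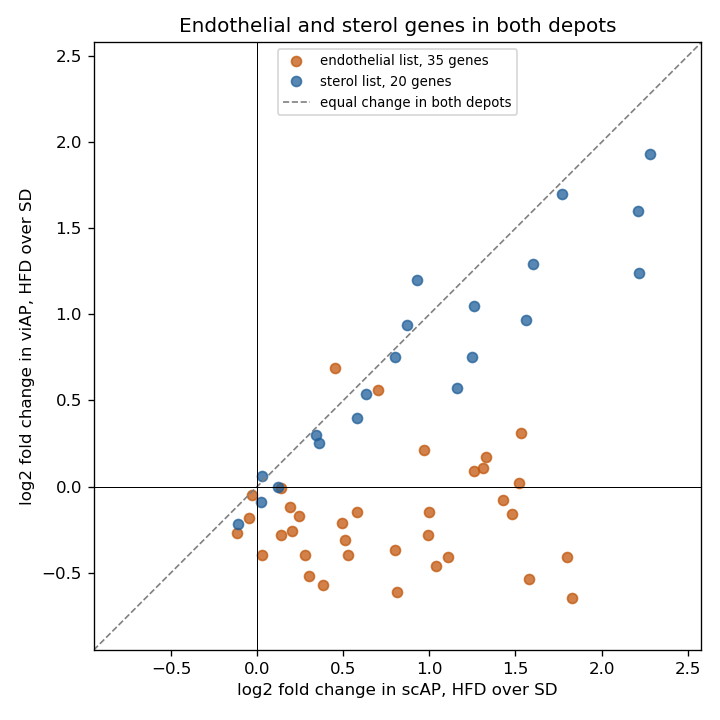
Log2 fold change after HFD in viAPs (vertical axis) against scAPs (horizontal axis) of 35 endothelial and 20 sterol genes, 1 point per gene, with a dashed line at equal change. The median difference, viAP change minus scAP change, is -0.92 for the endothelial and -0.12 for the sterol genes.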

Among the top-regulated genes in APs from both fat depots we found HO-1, upregulated by HFD almost exclusively in the AP-fraction of WAT, but not Lin^+^ or mature adipocyte cells, suggesting that HO-1 may transduce HFD effects in APs *in vivo*.

### HO-1 blocks HFD-induced visceral adipose precursor proliferation

To test whether HO-1 affects the proliferation gene network in adipose precursors *in vivo*, we generated a conditional HO-1 knockout with the *Pdgfrα* promoter, which targets adipocyte precursors, but not liver or muscle^17^,^19^,^22^,^36^. We found that full excision of the HO-1 gene is achieved in APs from both scWAT and viWAT, while Lin^+^ cells still contain the full-length Hmox1 gene (Fig. 2A). Transgenic Hmox1^fl/fl^Pdgfra^Cre^ mice were born at the expected mendeleian frequency, with no observed signs of abnormality, illness or increased mortality and exhibited normal body weight at six weeks of age (Figure S2A). HO-1 levels in APs from unchallenged, naive mice are barely detectable as seen in Fig. 1G–I, so to confirm efficient HO-1 protein deletion in APs, the bead purified APs were further stimulated with the strong HO-1 inducer, hemin. Consistently, hemin treatment resulted in reduced heme oxygenase activity in APs derived from Hmox1^fl/fl^Pdgfra^Cre^ mice compared with Hmox1^fl/fl^ littermates (Fig. 2B). *In vivo*, an initial burst of AP proliferation precedes differentiation into mature adipocytes. Thus, we focused our analysis on the Lin^−^:CD29^+^:CD34^+^:Pdgfrα^+^ population of stromal cells within WAT as candidate adipose precursors and assessed their proliferation by intracellular staining for the cell proliferation antigen Ki67 (Figure S2B). On standard diet, flow cytometry analysis of APs freshly isolated from adipose SVF showed that Ki67 values were similar in APs from Hmox1^fl/fl^Pdgfra^Cre^ and Hmox1^fl/fl^ control mice. However, when these mice were challenged with a HFD for a short period of time (3 days), we found a significant increase in AP proliferation in viWAT of Hmox1^fl/fl^Pdgfra^Cre^ mice compared to HFD-fed controls (Hmox1^fl/fl^) (Fig. 2C and D, right panel), despite similar food intake (Figure S2C), whereas APs derived from scWAT, proliferation levels were similar (Fig. 2D, left panel). To eliminate the possibility that HO-1 from mature adipocytes could have an effect on AP proliferation, we generated mice in which the Hmox1 gene was selectively deleted in differentiated adipocytes (designated Hmox1^fl/fl^AdipoQ^Cre^, Fig. 2E). Consistent with its primary role in APs, deletion of HO-1 in mature adipocytes did not affect AP proliferation (Fig. 2F).

### HO-1 inhibits adipogenesis in primary adipose precursor cells isolated from mice fed a brief HFD

Bead-purified APs from Hmox1^fl/fl^Pdgfra^Cre^ and Hmox1^fl/fl^ control mice were induced to differentiate into mature adipocytes by treatment with an adipogenic induction cocktail containing dexamethasone, IBMX, TZD and insulin. APs derived from sc- and viWAT from unchallenged naive (SD-fed) Hmox1^fl/fl^Pdgfra^Cre^ and Hmox1^fl/fl^ mice exhibited identical adipogenic capacity, as measured with Oil Red-O staining for triglycerides (Fig. 3A, left panel & Fig. 3B). An expected result as HO-1 is largely absent in APs from unchallenged naive mice, as shown in Fig. 1H. Therefore, we fed Hmox1^fl/fl^Pdgfra^Cre^ and Hmox1^fl/fl^ control mice a HFD for three days prior to AP isolation, resulting in strong HO-1 induction in APs (Fig. 1G–I). Under those obesogenic conditions, treatment with an adipogenic cocktail resulted in more efficient adipogenesis in APs isolated from HFD-fed Hmox1^fl/fl^Pdgfra^Cre^ mice as compared with APs isolated from Hmox1^fl/fl^ control mice (Fig. 3A, right panel & Fig. 3B). Noteworthy, not only the number of lipid accumulating cells, but also the intracellular lipid content was higher when viAPs were differentiated from Hmox1^fl/fl^Pdgfra^Cre^ mice as compared with Hmox1^fl/fl^ control mice (Fig. 3C).

### HO-1 inhibits early events during adipogenesis in a cell-autonomous manner

Besides HO-1 induction, HFD feeding will have ‘off target’ effects, therefore we turned to 3T3-L1 cells (which endogenously express HO-1), and generated gain- as well as loss of function cells. Cells with reduced HO-1 demonstrated enhanced adipogenic potential, including greater lipid accumulation (Fig. 4A) and increased expression of adipocyte marker genes such as PPARγ, CEBPα, FABP4 and Adiponectin (Fig. 4B). Overexpression of HO-1 in these cells markedly blocked adipogenesis, as shown by reduced Oil-red O staining of neutral lipids (Fig. 4C). Adipocyte markers were significantly decreased in HO-1-overexpressing cells (Fig. 4D), further confirming an antiadipogenic effect of HO-1. We applied microarray experiments comparing control (MSCV) versus HO-1 (MSCV-HO1) over-expressing cells treated with an adipogenic cocktail (Fig. 4E). Pathway analysis of genes affected by HO-1 expression (Fig. 4F) demonstrates an inhibitory role of HO-1 on cell cycle as well as proliferation-related events (Fig. 4G). To test whether HO-1 affects early clonal expansion, which is a prerequisite for 3T3-L1 adipocyte differentiation^37^, we performed BrdU-incorporation assays in transgenic 3T3-L1 cell lines treated with growth medium or an adipogenic medium. Treatment of control cells (LMP) with an adipogenic medium increased BrdU incorporation, an effect that was significantly enhanced in HO-1 knockdown cells (miHO1) (Fig. 4H). Accordingly, HO-1 overexpression (MSCV-HO1) resulted in significantly reduced BrdU incorporation as compared with control cells (MSCV) following treatment with an adipogenic medium (Fig. 4I). Within 48 hrs of adipogenic stimulation, growth-arrested preadipocytes re-enter the cell cycle and undergo two rounds of proliferation, a process termed ‘mitotic clonal expansion’ (MCE), ultimately leading to the upregulation of PPARγ and CEBPα^37^. While HO-1 overexpression *before* adipogenic induction reduced the accumulation of intracellular TGs as well as expression of PPARg, Cebpa and AdipoQ, (Fig. 4C,D), HO-1 overexpression *after* MCE had no effect on adipogenic gene expression on day 7 as well as TG accumulation (Fig. 4J). We conclude that HFD feeding induces HO-1 in APs and HO-1 cell-autonomously inhibits their subsequent differentiation into mature adipocytes via interfering with early adipose precursor activation (i.e. proliferation), upstream of Cebpα and PPARγ.

### HO-1 prevents HFD-induced Akt2 signaling in visceral adipose precursor cells

We next pondered on how HO-1 blocks AP proliferation. Phosphorylation of Akt2 has been shown to mediate the effects of HFD on AP proliferation^19^. HFD feeding for three days elevated phosphorylated AKT2 at S474 in bead-isolated, uncultured viAPs in our control (Hmox1^fl/fl^) mice, as described previously^19^; and more importantly, pAKT2 levels were higher in viAPs of Hmox1^fl/fl^Pdgfra^Cre^ mice compared to Hmox1^fl/fl^ littermate controls (Fig. 5A and B). We have previously shown that HO-1 triggers mitochondrial changes that contribute to the “pre”-programming of cellular function in macrophages and hepatocytes^24^. We therefore investigated if HO-1 exerts similar effects in APs, linking adipose precursor HO-1 with the well documented role of mitochondrial metabolism in adipogenesis^38^. Intriguingly, when assessing mitochondrial activity in naive viAPs, we found clearly elevated basal, spare as well as maximal respiratory capacity in the HO-1-deficient cells (Fig. 5C,D). Recent studies have suggested that mild ROS elevations activate mitochondrial respiration^39^. If ROS balance was altering oxidative capacity (Fig. 5C), mitochondrial function in HO-1 knockout cells should be particularly sensitive to antioxidants. In line with this idea, 1 hr preadministration of the ROS quencher N-acetyl-cysteine (NAC), reverted HO-1- deficient mitochondrial functional parameters back to control levels (Fig. 5E,F). Further, ROS levels were significantly increased in viAPs derived from Hmox1^fl/fl^Pdgfra^Cre^ mice based on elevated measures of MitoSOX fluorescence, a probe that selectively detects mitochondrial superoxide and nitroblue tetrazolium (NBT) reduction staining (Fig. 5G,H), suggesting that HO-1 regulates acute ROS thresholding of mitochondrial respiration in APs. Finally, we also tested viAPs from Hmox1^fl/fl^AdipoQ^Cre^ mice to exclude any possible influence of HO-1 from mature adipocytes. As expected loss of HO-1 in adipocytes had no effect on mitochondrial activity in APs (Fig. 5I,J). Mechanistically, our data suggest that HO-1 continuously limits activation of key signaling systems (PI3K-AKT2), controlling adipose precursor activation through an acute and ROS-dependent mechanism. Taken together, these data indicate that visceral APs activated very early after high-fat diet feeding, undergo adipogenesis more efficiently when HO-1 levels are reduced, facilitating ROS thresholding of mitochondrial respiration upstream of AKT2. We further tested if these mice exhibit any metabolic abnormalities after an extended HFD feeding period of 8 weeks. Intriguingly, fasting blood glucose and insulin as well as Homeostasis model assessment of insulin resistance (HOMA-IR) levels were lower in Hmox1^fl/fl^Pdgfra^Cre^ as compared to Hmox1^fl/fl^ control mice (Fig. 6A–C), indicating improved metabolic health in the HFD-treated Hmox1^fl/fl^Pdgfra^Cre^ mice. Serum levels of free fatty acids were significantly lower in HFD-fed Hmox1^fl/fl^Pdgfra^Cre^ mice compared to their control littermates (Fig. 6D). Irrespective of diet, Hmox1^fl/fl^Pdgfra^Cre^ and Hmox1^fl/fl^ littermates gained weight to a similar extent, and displayed similar fat pad weights (Figure S3A–D). Histological examination of scWAT and viWAT of Hmox1^fl/fl^Pdgfra^Cre^ mice revealed a trend towards higher number of small adipocytes in viWAT from Hmox1^fl/fl^Pdgfra^Cre^ mice (Figure S3E). To explain the metabolic improvements observed in Hmox1^fl/fl^Pdgfra^Cre^ mice we investigated adipose tissue fibrosis and *ex-vivo* lipolysis in viWAT. Total collagen content as well as trichrome staining demonstrated reduced tissue fibrosis in viWAT of obese HFD-fed Hmox1^fl/fl^Pdgfra^Cre^ mice compared with Hmox1^fl/fl^ control mice (Fig. 6E,F). Because serum fatty acid levels can be a reflection of adipose tissue lipolysis^40^, *ex vivo* lipolysis of viWAT was analyzed. In fact, viWAT explants from obese HFD-fed Hmox1^fl/fl^Pdgfra^Cre^ mice showed reduced isoprenaline stimulated lipolysis when compared with Hmox1^fl/fl^ control mice (Fig. 6G). Together, our data show that obese Hmox1^fl/fl^Pdgfra^Cre^ mice lacking HO-1 specifically in adipose precursors display reduced markers of metabolic disease, associated with a decrease in lipolysis and adipose tissue fibrosis.

### HO-1 impairs human adipocyte proliferation and differentiation

To investigate if HO-1 exerts similar effects on human adipogenesis, we used primary adipose stromal cells (hASC) isolated from lipoaspirates^41^. In order to manipulate HO-1 levels, we selected an overexpression strategy based on our observations that endogenous HO-1 levels in hASC are low. Transient HO-1 overexpression was achieved by transduction of hASC with an adenovirus carrying HO-1 expression construct (Fig. 7A)^24^. We determined if HO-1 affects hASC proliferation using an *in vitro* BrdU cell proliferation assay. Following plating of equivalent numbers of adenovirally-transduced hASC, AdLacZ-transduced cells readily incorporated BrdU 24 and 48 hrs later, an effect that was reduced when HO-1 was overexpressed (Fig. 7B). When induced to differentiate into mature adipocytes, control- (AdLacZ) transduced hASC showed prominent lipid accumulation as revealed by Oil-Red O staining. However, when hASC were instead transduced with an HO-1 adenovirus (AdHO-1), adipocyte differentiation was markedly reduced (Fig. 7C). Adipocyte markers were significantly decreased in HO-1-overexpressing cells, evaluated at day 10 of differentiation (Fig. 7D). Thus, elevated HO-1 levels act anti-proliferative and anti-adipogenic in murine and human adipose precursor cells.

## Discussion

In this study, we aimed to identify novel HFD target genes involved in the activation of adipose precursor cells, on the basis of (1) a hitherto unknown function in adipocyte biology, (2) a robust induction upon HFD feeding in APs *in vivo*, and (3) the potential to act upstream of the adipogenic master regulators Cebpα and PPARγ. Using these criteria, we identified among the top-most regulated genes, HO-1. Conditional HO-1 knockout mouse models using *Pdgfra*-Cre as well as *AdipoQ*-Cre reveal a novel role for HO-1 in pathways that govern obesogenic adipocyte proliferation and differentiation.

Although APs from different WAT depots have distinct gene signatures^29^,^42^,^43^,^44^,^45^, it is not clear if these cells also differ in their response to environmental cues, such as hormones or overfeeding. 

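Ccnd1, the D-type cyclin of early G1, rose in viAPs after HFD by 0.68 on the log2 scale (standard error 0.23, adjusted p = 0.0388 from limma). Cdk2, the kinase that partners the E-type cyclins, rose by 0.60 (standard error 0.18, adjusted p = 0.0262). Both changes were under 2-fold. Cdk4, which partners the D-type cyclins, had a change of 0.55 (adjusted p = 0.0991), Ccnd3 of 0.42 (adjusted p = 0.208), Ccne1 of 0.48 (adjusted p = 0.336) and Ccne2 of 0.25 (adjusted p = 0.523). Without the array labelled SD viAP replicate 4 these changes were 0.36, 0.46, 0.08 and 0.03. In scAPs Ccnd1 had a change of 0.14 (adjusted p = 0.672) and Cdk2 of -0.16 (adjusted p = 0.513). For Ccnd1 and Cdk2 the difference between depots had an adjusted p of 0.475 and 0.365. The adjusted p in viAPs without the array labelled SD viAP replicate 4 was 0.104 for Ccnd1 and 0.0972 for Cdk2. Without SD viAP replicate 3, HFD viAP replicate 5 or HFD viAP replicate 6 it was 0.122, 0.208 and 0.0571 for Ccnd1 and 0.0635, 0.138 and 0.0686 for Cdk2, and without either HFD scAP array it was 0.0702 for Ccnd1.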

Our microarray screen using purified murine sc- and viAPs^19^,^26^,^27^ extends on these studies providing potential molecular underpinnings of hyperplastic fat expansion, some of which have a documented role in adipogenesis, mostly via facilitation of clonal expansion, including Cyclins -D1 & -D3, -E1 & -E2 as well as Cdk-2 and -4^46^,^47^,^48^. Some of the genes targeted by HFD in scAPs are (dys)regulated in obesity and/or have a documented role in regulation of extracellular matrix (ECM) architecture and angiogenesis in adipose tissue such as Tsp1^32^, Timp1^33^ or Flt1^49^. Maintaining a high degree of flexibility of the ECM allows the AT to expand in a healthy manner, without adverse metabolic consequences^1^,^6^,^50^,^51^. Further studies are needed to investigate if these genes play a role in the postulated function of APs as being sensors of overnutrition^52^,^53^.

Pdgfra^+^ APs responded to nutrient overload in WAT with proliferation as early as 24 hours following nutrient overload^17^,^18^,^21^,^52^,^53^. Biochemical data using purified APs show that HO-1 is a HFD target gene in APs from both depots, making HO-1 a candidate gene with the potential to regulate the ‘adipogenic’ response. Mice fed a HFD for three days display elevated NEFAs^35^, and we identified palmitic acid as such a HFD-elicited signal responsible for upregulation of HO-1 in APs, dependent on Nrf2. The expression of several cell cycle regulators identified in our screen were enhanced in viAPs from our AP-specific HO-1 knockout mice suggesting a direct role of HO-1 on obesogenic AP activation. Enhanced Ki67 staining, as shown by FACS analysis in Pdgfra^+^ APs from HO-1 knockout mice, further support a role of HO-1 in AP proliferation at the onset of obesity. BrdU-uptake assays in 3T3-L1 cells, engineered for HO-1 gain- and loss of function, further support an inhibitory role of HO-1 on adipogenesis-induced AP proliferation and positions HO-1 in the ‘commitment’ phase of adipogenesis. The depot-specific action of HO-1 on visceral, but not subcutaneous AP proliferation may likely be explained by the recent observations that obesogenic AP proliferation is restricted to this compartment^19^,^23^,^54^,^55^. Future studies will identify potential effects of HFD-induced HO-1 in subcutaneous APs.

In addition to enhanced AP proliferation, AP differentiation was also enhanced in HO-1 deficient APs (Fig. 3). A reduction in adipogenesis was observed solely when APs were isolated from HFD-fed mice, but not from chow fed animals, a phenomenon that may be explained by the finding that HO-1 levels are (too) low in APs from chow-fed mice (Fig. 1H). APs activated during the first week on HFD, undergo adipogenesis to form new adipocytes over a period of several weeks^19^,^23^,^43^. Remarkably, adipocyte size distribution and viWAT weight remained unaffected. Further studies utilizing longer HFD durations and examination of the development of other WAT depots such as retroperitoneal and mesenteric WAT^56^ as well as the use of alternative genetic tools to mark adipose precursors (e.g. Pdgfrb-rtTA; TRE-Cre “MuralChaser mouse”^57^) are needed. The formation of adipocytes during development can vary greatly from the route by which new adipocytes are recruited in response to overnutrition. Interestingly, both, Hmox1^fl/fl^Pdgfra^Cre^ and Hmox1^fl/fl^ control mice mice fed a standard diet display no differences in adipocyte differentiation and/or recruitment of APs. This suggests that HO-1 plays a negligible role during physiologic WAT development. The most obvious explanation for this finding may be that HO-1 is largely absent in APs from ‘unstressed’ animals (Fig. 1H). In stark contrast, HO-1 is markedly induced in stressed animals, fed a HFD for even a short period of three days, resulting in a consecutive block of adipose precursor cell proliferation and differentiation. Forced overexpression of HO-1 in 3T3-L1 and human scWAT lipoaspirates strongly support the cell-autonomous effects of HO-1 on adipogenesis. Intriguingly, HO-1 & Akt2 may be functionally linked as modulation of both, HO-1 and Akt2 signaling affects adipose precursor proliferation in the setting of overnutrition, yet dispensable for normal development of WAT. Our data showing enhanced phosphorylation of Akt2 in HO-1 deficient cells (Fig. 5A and B) would support this notion and place HO-1 upstream of Akt2. We cannot exclude that other pathways more upstream of Akt2 are also co-effected by HO-1, which needs to be evaluated by future studies, but for now we focused on Akt2 because of its critical role in AP proliferation^19^. Importantly, the anti-proliferative and anti-adipogenic effect of HO-1 was also observed in primary human preadipocytes which could potentially be important for humans, considering that fat cell numbers increase, also in humans, when overfed for a short period of time^58^. Pharmacologic HO-1 induction has provided conflicting data on the role of HO-1 in adipocyte differentiation^59^,^60^,^61^,^62^. “Off-target” effects of pharmacologic HO-1 inducers (discussed in ref. 24), and the use of bone marrow- as opposed to adipose tissue derived mesenchymal stem cells in these studies may explain the discrepancies, considering the cell-autonomous differences between WAT- and bone marrow derived ‘preadipocytes’^63^,^64^. Mechanistically, HO-1 acts upstream of Cebpα and PPARγ, as overexpression of HO-1 in 3T3-L1 cells which require MCE to trigger the terminal differentiation transcription cascade, blocks their differentiation only when overexpressed *before* MCE occurs (Fig. 4C vs J). Our data suggest a trigger-like role for HO-1 in adipogenesis by compromising mitochondria-derived ROS signaling, a scenario shared by macrophages and hepatocytes^24^. Evidence is accumulating that “low amounts” of ROS are actually fundamental signaling molecules in many cellular processes, promoting stress resistance, and that excessive ROS scavenging may have damaging side effects^65^. Our findings that elevated mitochondrial activity/ROS levels in HO-1 deficient APs display enhanced proliferation and differentiation capacities are consistent with ROS facilitating fat cell formation^38^,^66^,^67^,^68^. Here, we add HO-1 as a new upstream building block of such redox-dependent signal “preconditioning” *in vivo* and suggest a model whereby Akt2 acts as a transducer of HO-1 dependent ROS levels to support AP proliferation. This collectively renders HO-1 as an essential factor linking extrinsic factors (HFD) with specific molecular mediators, resulting in diminished adipogenesis.

Our goal was to evaluate functional effects that occur when activated APs have differentiated into mature adipocytes, a process that requires up to 7 weeks to complete^19^,^23^,^55^, before metaflammation occurs^69^. Hmox1^fl/fl^Pdgfra^Cre^ mice fed a HFD for 8 weeks displayed reduced levels of several metabolic parameters (Fig. 6A–D), despite similar fat pad weights. Several possible mechanisms may exist: (i) reduced lipolysis in viWAT examined *ex vivo* (Fig. 6G), (ii) reduced ECM deposition (Fig. 6E,F), (iii) enhanced lipid filling capacity of activated APs from Hmox1^fl/fl^Pdgfra^Cre^ mice over the 8 week HFD time course. It is well established that adipose tissue fibrosis as well as elevated FFAs cause systemic metabolic alterations^6^,^70^. Our data are in line with a previous report linking reduced lipolysis and free fatty acids with improved glucose and insulin metabolism in adipose tissue G_S_α-deficient mice, despite similar adiposity^71^. We recently demonstrated that macrophage as well as hepatocyte HO-1 is a major driver of metaflammation^24^. Our results are in line with these studies and place adipose precursor HO-1 upstream, and show that HO-1 induction in APs happens very early in a cascade leading to metabolic dysfunction. In this study, we demonstrate that HO-1 regulates the HFD-induced activation of visceral adipose tissue. In the absence of adipose precursor HO-1, proliferation of viAPs in HFD-fed mice is increased, resulting in a clear improvement of WAT function and important metabolic parameters.

## Methods

### Animals

Animal procedures were approved by the Austrian Ministry for Science and Research and the experiments were carried out in accordance with the approved guidelines and regulations. All mice used for these studies were on the C57BL/6 J genetic background. Hmox1^fl/fl^ mice contain LoxP sites flanking exon 2 of the HO-1 gene locus and were described previously^24^. Elimination of exon2 leads to a consecutive frameshift in exon 3, an early stop codon, thus resulting in a truncated peptide consisting of 9 amino acids^24^. Pdgfra^Cre^ (stock no. 013148) and AdipoQ^Cre^ (stock no. 010803) mice were purchased from Jackson Laboratories. Nrf2-deficient mice^72^ were from the same genetic background, which were kindly provided by Masayuki Yamamoto, Department of Medical Biochemistry, Tohoku University Graduate School of Medicine. Mice were males 6–8 weeks of age at the start of experiments. In this study, viWAT refers to the perigonadal visceral adipose tissue in mice. scWAT refers to inguinal subcutaneous adipose tissue in mice. For some experiments, BrdU was administered in the drinking water at 0.8 mg/ml for experiments lasting one week. High-fat diet is from Research Diets (D12492). Standard diet is from Harlan Laboratories (2018S).

### Food intake

For food intake experiments, mice were individually caged and food intake was measured by weighing the food pellets prior and after the feeding period. Kilocalories of food intake were normalized to the average body weight of the mouse at the beginning and end of the 3-day period.

### Isolation of human preadipocytes

Human SAT was obtained from healthy individuals undergoing lipoaspiration as described^41^. A total of 5 female donors were used throughout the study and the experiments were performed in accordance with the relevant guidelines and regulations by ethical committee of the Medical University of Vienna ethics committee and the General Hospital of Vienna (protocol ID EK no. 1115/2010). Informed consent was obtained from all subjects.

### Heme Oxygenase activity

Cells (approximately 3*10^6^) treated for 16 h with 20 μM hemin or vehicle alone (DMSO) were homogenized in 200 μl of a buffer containing 300 mM sucrose, 20 mM TRIS and 2 mM EDTA at a pH of 7.4 by repeated freezing/unfreezing. 90 μl of the homogenate was added to a reaction mixture containing 500 nmole NADPH in a 100 mM potassium phosphate buffer with 1 mM EDTA (assay buffer pH: 7.4), supplemented with 20 nmoles of hemin. The mixture was incubated under constant agitation at 37 °C in darkness for 30 min. The reaction was stopped by transferring the samples on ice followed by addition of 1/5 volume of saturated KCl. The formed bilirubin was extracted into benzene (4× the assay volume) by vortexing (3 × 30 s) and the organic phase was harvested by centrifugation (250 × g). Bilirubin concentration of the extracts was determined by photo spectroscopy (U-3000, Hitachi, Tokyo, Japan), scanning twice the absorption between 600 and 400 nm using the following settings: slit: 2 nm, 120 nm/min, PMT: autogain, high resolution. The difference in absorption was determined between 450 and 520 nm and the calculation of bilirubin concentration was obtained using a standard calibration curve, generated by adding known amounts of bilirubin to the assay buffer. Protein concentrations of cell homogenates were determined using the Coomassie Brilliant Blue assay (Bradford). HO activity was calculated as nmole bilirubin formed per mg protein per 30 min.

### Whole-mount immunofluorescence

Whole-mount visceral fat samples were processed and stained as described^73^. Briefly, 6–7 week old male C57BL6/J mice (three per group) were fed a SD or HFD for three days. Thereafter, fat samples were minced into 1–2 mm pieces and permeabilized for 30 min at room temperature with 0,5% PBS-T. After 3 washes with 0,05% PBS-T tissue pieces were incubated in 5% normal goat serum (Dako) in PBS to block unspecific binding sites. After blocking, tissues were incubated overnight at 4 °C with primary antibodies diluted in PBS-T (rabbit anti-HO-1; 1:500; ab13243, Abcam and rat anti-CD24; 1:500; Cat.-Nr. 101801, Biolegend). The following secondary antibodies were used for immunofluorescence staining: fluorescein anti-rat IgG (Cat.-Nr. FI-4001, Vector Laboratories), Alexa Fluor-594 goat anti-rabbit IgG (Cat.-Nr. A11037, Life Technologies). For control experiments, the primary antibody was substituted with preimmune serum. Stained tissues were incubated with Celltracker Green Bodipy Dye (Cat.-Nr. C2102, Thermo Scientific) to visualize lipid droplets for 10 minutes at room temperature before mounting in ibiTreat μ-dishes (ibidi GmbH) and subjected to confocal imaging analysis on a LSM 700 Laser Scanning Microscope (Zeiss).

### Flow cytometry analysis of cell proliferation

Isolation of adipose tissue stromal cells was performed essentially as described^20^. Briefly, adipose tissue was excised, minced, and digested in Hank’s Balanced Salt Solution (HBSS) (Sigma no. H8264) containing 3% BSA and 0.8 mg/ml Collagenase Type 2 (Worthington Biochemical; LS004174) for 75 min in a shaking water bath at 37 °C. The mixture was then filtered through a 40 μm filter, and filtered cells were pelleted and washed in HBSS containing 3% BSA. For Ki67 analysis, cells were stained with the following antibodies at room temperature: CD45 PE-Cy7 (Biolegend; clone 30-F11), CD31 PE-Cy7 (Biolegends; clone 390), CD29 Alexa Fluor 700 (BioLegend; clone HMβ1-1), CD34 Alexa Fluor 647 (BioLegend; clone MEC14.7) and CD140a PE (Biolegend; clone APA5). Anti-Ki67 FITC antibody (eBioscience, clone SOLA15) was used overnight at 4 °C. Cells were washed, fixed and permeabilized using the Fixation/Permeabilization kit (eBioscience) as per manufacturer’s protocol. All antibody incubations and washing steps were performed in HBSS with 3% BSA. Following antibody incubation, samples were analyzed on a BD LSR Fortessa analyzer. Data analysis was performed using BD FACS Diva software (BD Biosciences).

### Isolation of AP cells by bead separation

sc or viWAT was digested, filtered, and washed as described for flow cytometry analysis. Adipose precursors were then isolated as per the manufacturer’s MACS protocol (Miltenyi) using first negative selection of CD45 and CD31 followed by positive selection for SCA-1. Briefly, cell suspensions were incubated with the Non-Adipocyte Progenitor Depletion Cocktail, washed and passed over a lineage depletion column. The flow-through was collected, washed, and incubated with the Adipocyte Progenitor Isolation Cocktail. Cells were then washed and passed over a lineage selection column. Retained cells were eluted, counted, and either lysed directly into RLT lysis buffer for RNA isolation and subsequent Q-PCR, or RIPA buffer for protein isolation and subsequent western blotting, or cultured as previously described (Ohno *et al*., 2012). Briefly, APs were expanded in DMEM F12 with 10% fetal bovine serum (GIBCO) in 6 cm tissue culture plates at low confluency until ready for use. Cells were replated at 1 × 10^5^ cells per well in 24-well plates and treated as indicated. After treatment, cells were thoroughly washed, and RNA isolated using RNeasy mini kit (Qiagen) as per manufacturer’s protocol.

### AP stimulation with fatty acids

Bead isolated APs from male C57BL/6 J and NRF2 knockout mice were seeded in 24 Well plates and cultured until they reached confluency. Cells were then treated with either palmitic, oleic or linoleic acid at a concentration of 250 μM for 16 hours. Fatty acid/BSA conjugates were prepared by dissolving the fatty acid powder in 0.1 M NaOH at 70 °C to generate a 100 mM stock solution. A 10 mM solution was prepared by mixing the stock solution with a 5% (w/v) free fatty acid free BSA solution in double distilled water. Finally, the 10 mM solution was further diluted in serum free medium to obtain the final concentration of 1.0 mM fatty acid/0.5% BSA.

### Adenovirus experiments

Generation of AdHO-1 and AdLacZ was described previously^24^. In brief, Primary hASC were infected with 30 plaque forming units (pfu)/cell.

### Gene expression profiling

#### Adipose precursor cell screen

Each of the eight microarray samples represent RNA isolated from APs derived from scWAT or viWAT from SD- or HFD fed C57BL/6 J mice (at age 7–8 weeks) representing pooled samples from 3 mice. Data were imported and preprocessed using R and Bioconductor, specifically the ‘oligo’ package version ‘1.34.2’ and ‘pd.mogene.1.0.st.v1’ version ‘3.14.1’. Data were preprocessed using quantile normalization to account for latent batch effects and RMA to summarize probesets. This combination has been shown to effectively reduce batch effects and to provide good sensitivity for the detection of differentially expressed genes^74^. For each probeset we fit a linear model to the effect of CRE treatment. An empirical bayes procedure was used to exploit information across different probesets by shrinking means and standard deviations toward common values. Non-specific filtering was applied to reduce the number of statistical hypothesis tests. Only probesets with log2 expressions above 7 in at least 3 samples, and a mean absolute deviation in the upper terzile were selected. Among the remaining probesets we only selected those that had a unique Gene-Symbol annotation using Bioconductor package ‘mogene10sttranscriptcluster.db’ version 8.4.0. Statistical significance of the estimated differential effects was assessed using t-tests and corresponding p-values. Multiple testing adjustment was performed using the Benjamini-Hochberg procedure, which provides control of the false discovery rate.

### Gene Set Enrichment Analysis (GSEA)

Biological insights concerning the differentially expressed genes were explored via Gene Set Enrichment Analysis (GSEA). The analysis was performed with the GSEA software^75^ (version 2.1.0) using the c2 (version 5) gene set database. In addition, a 3T3-L1 differentiation time course^31^ was used to construct gene sets resembling preadipocyte‚ ‘proliferation’ or‚ ‘terminal differentiation’, by assembling differentially expressed genes between day-2 vs. day 0 or day 7 vs. day 2, respectively^76^. Genes were first ranked based on real value using the weighted signal-to noise metric. P-values and the false discovery rate (FDR) for the enrichment score of each gene set were calculated based on 1000 gene set permutations. Enrichment plots were generated using Cytoscape 3.3.0 and the plugin Enrichment map^77^.

### Oxygen consumption assay and bioenergetic profile

Oxygen consumption rates (OCR) of bead-purified murine APs from viWAT were performed using the XF24 Flux Analyzer (Seahorse Bioscience) as reported previously^24^. In brief, bead-purified visceral APs were seeded into XF 24-well cell culture microplates. After a 24 hour recovery period cells were washed and a final volume of 630 μl buffer-free Assay Medium (Seahorse Bioscience, supplemented with 5 mM glucose (Sigma) and 1 mM sodium pyruvate (Gibco)) was added to each well prior to the experimental protocol. Cells were then kept in a CO2-free incubator at 37 °C for 1 hour. After instrument calibration, cells were transferred to the XF24 Flux Analyzer to record cellular oxygen consumption rates. Measurements were performed with repetitive cycles of 2 min mixture, 2 min wait and 4 min OCR measurement times. Injected compounds for the mitochondrial stress test were oligomycin (2 μM working concentration) to inhibit ATP synthase, followed by FCCP (1 μM working concentration) to induce mitochondrial uncoupling and rotenone/antimycin A (2 μM working concentration each) to block the mitochondrial respiratory chain. Following the assay, the medium was carefully aspirated and cellular protein content was measured using the Pierce BCA Protein Assay Kit (Thermo Scientific) to adjust for potential differences in cell numbers. For ROS-quenching experiments, APs were incubated with 10 μM buffered N-acetyl-cysteine (NAC) for 1 hour prior to otherwise unchanged experimental procedures.

### Western blot analysis

Protein concentration for the resulting lysates was determined using the BCA (bicinchoninic acid) Protein Assay kit from Pierce, and lysates were run on 10% polyacrylamide gels. PVDF membranes (GE healthcare) were incubated with following antibodies: HO-1 (Abcam), β-actin (Sigma), pAkt2-S474 and Akt2 (all Cell Signaling). Hrp-conjugated IgG secondary antibodies were used (Cell Signaling) and blots were developed with ECL Plus Western Blotting Detection System (GE Healthcare). ImageLab software (BioRad) was used for densitometric quantification.

### Adipocyte differentiation

At 2 days post-confluency preadipocytes were treated with a differentiation cocktail containing: DMEM, 10% CS, insulin (870 nM), TZD (5 μM), Dex (1 μM), and IBMX (500 μM). On day 3 of differentiation, cells were switched to differentiation cocktail excluding IBMX and Dex for remaining duration of differentiation.

### Q-PCR

Q-PCR was performed as previously published^41^. All Q-PCR data are normalized to amounts of acidic ribosomal phosphoprotein P0 (RPLP0), unless otherwise stated. Primer sequences are summarized in Supplemental Table S6.

### Oil-red O staining

Cells were fixed in 10% formalin, thereafter stained for 20 minutes with Oil-RedO (Sigma) working solution (composed of 4 parts water and 6 parts 0.6% Oil-red O dye in isopropanol). Oil-Red O was extracted using 100% isopropanol and absorbance was measured at 490 nm using a spectrophotometer.

### Retrovirus preparation and infection

Retrovirus preparation and infection were performed as described^78^. Briefly, pMSCV, LMP empty vectors, or their derivatives containing specific cDNA or shRNAmir, along with vectors containing reverse transcriptase (gag-pol) and VSV-G-expressing plasmids, were transfected into Phoenix packaging cells with the CellPhect transfection kit (Amersham Biosciences). Viral supernatant was collected 48 hrs after transfection, filtered through 0.45 μm filters, and added to target cells for 12 hrs along with 8 g/ml Polybrene. Cells were selected with 4 g/ml puromycin or 400 g/ml hygromycin to make stable lines and were maintained in media containing appropriate antibiotics.

### Construction of transgenic cell lines

Constitutive stable HO-1 knock-down in 3T3-L1 cells was generated by transduction with the microRNA (miRNA) adapted retroviral vector LMP (OpenBiosystems, Huntsville, AL, USA). shRNAmir (microRNA-adapted short hairpin RNA) against murine HO-1 generated in pSM2 vector (Open Biosystems) was subcloned into the LMP vector with XhoI and EcoRI (Invitrogen, Carlsbad, CA) restriction enzymes. Confirmation was verified by restriction site analysis and sequencing. To produce murine stem cell virus (MSCV) particles, HEK293FT cells were transiently co-transfected with a vector containing the viral packaging proteins gag and pol, a vector containing env, and either LMP, or LMP-miHO1 (LMP containing miRNA against human HO-1). Vectors containing gag, env, and pol were kind gifts from Dr. Ewan Rosen (Beth Israel Deaconess Medical Center, Harvard Medical School, Boston, MA, USA). Lipofectamine 2000 (Invitrogen) reagent was used for transfection. 48 hours after transfection, viral supernatants were collected, centrifuged at 1500 rpm for 3 min, filtered through a 0.4 μm filter, supplemented with 8 μg/ml Polybrene (Sigma), and used to infect 3T3-L1 cells. Stable integrants were selected with puromycin (5 μg/ml) over a period of 2 weeks. HO-1 knock-down was verified by western blotting. The coding region of human HO-1 cDNA (a gift of Dr. Matthias Mayerhofer, Department of Laboratory Medicine, Medical University of Vienna, Vienna, Austria) was inserted into the retroviral vector pMSCV-puro (Clontech, Mountain View, CA, USA) at the BamHI and HindIII sites within the MCS. To produce MSCV retrovirus, HEK293FT cells were transiently co-transfected with a vector containing the viral packaging proteins gag and pol, a vector containing env and MSCV or MSCV-HO1. Lipofectamine 2000 (Invitrogen) reagent was used for transfection. 48 hours after transfection, viral supernatants were collected, centrifuged at 1500 rpm for 3 min, filtered through a 0.4 μm filter, supplemented with 8 μg/ml Polybrene (Sigma), and used to infect 3T3-L1 cells. Stable cell pools transduced with either empty plasmid or plasmid carrying HO-1 cDNA were termed MSCV and MSCV-HO1, respectively. HO-1 expression was verified by western blotting.

### BrdU cell proliferation assay

BrdU uptake in 3T3-L1 gain/loss of function cells and in human SVFs was determined as previously described^41^. Briefly, untreated, LMP, miHO-1, MSCV and MSCV HO-1 were plated into 96-well culture plates at a density of 10,000 cells per well. Differentiation was initiated two days after seeding and cells were kept at 37 °C for 10 days. Proliferation was established using the Cell Proliferation ELISA, BrdU kit (Roche) according to manufacturer’s protocol. In brief, 10 μl BrdU labeling solution was added to 100 μl differentiation medium per well. Cells were then incubated at 37 °C for 2 hours, followed by the removal of labeling medium and addition of 200 μl/well FixDenat solution. After a 30 minute incubation time at RT the solution was removed by tapping. Thereafter, 100 μl/well anti-BrdU-POD working solution was added for 90 minutes at RT. Wells were washed 3 times and then 100 μl/well substrate solution was added for 15 minutes at RT. Finally, cells were treated with 25 μl/well 1 M H2SO4 stop solution. Absorbance was measured on a multimode microplate reader (Synergy 2, BioTek Instruments) at 450 nm and a reference wavelength of 690 nm.

### Nitroblue tetrazolium (NBT) assay

Bead-purified adipose precursors of 8 to 10-week-old control (Hmox1^fl/fl^) and HO-1 knockout (Hmox1^fl/fl^Pdgfra^Cre^) mice were cultured in 48-well culture plates. After a 48 hour recovery phase cells were incubated with 0.2% NBT (Sigma) in PBS for 2 hours at 37 °C. Reduced NBT was dissolved in 50% acetic acid and absorbance was measured at 560 nm. Results were normalized to individual cell counts.

### MitoSOX Red measurement

Visceral APs were bead-purified as previously described and seeded into 24 Well plates. Cells were allowed to adhere for 24 hours and afterwards incubated with 5 μM MitoSOX Red (Molecular Probes; M36008) for 15 min at 37 °C. Cells were washed off with PBS and after two further washing steps cells were resuspended in HBSS containing 3% BSA. Superoxide production was measured as fluorescence intensities at 510/580 nm.

### Histology and Adipocyte size

Hematoxylin and eosin (H&E) staining was performed on 5 μm paraffin sections. Adipocyte size distribution was determined by semi-automated morphometry. In brief, 3 fields of view of 3 different sections per animal were quantified. Visceral and subcutaneous fat pads from 4 animals per group were analyzed. Adipocyte size was measured using Adiposoft^79^.

### Adipose tissue collagen assay

Collagen was assessed using the QuickZyme Total Collagen Assay as per manufacturer’s protocol. Briefly, after 8 weeks on high fat diet ~300 mg of visceral adipose tissue was directly incubated in 6 M HCl for 20 hours at 95 °C. Tubes were then cooled to room temperature and centrifuged at 13,000 g for 10 min. 35 μl of the supernatant was added to 75 μl of assay buffer in a microplate and incubated at RT for 20 min. Afterwards 75 μl detection reagent was added to each well and the microplate was incubated for 1 hour at 60 °C. Absorbance was measured at 570 nm and collagen content was calculated using a standard curve.

### *Ex vivo* lipolytic assessment of adipose tissue

After an 8 week long HFD feeding period, visceral adipose tissue was surgically removed and washed in PBS. Fat depots were cut into 20 mg pieces and incubated in DMEM containing 2% fatty-acid-free BSA either with 10 μM isoproterenol (stimulated) or without (basal) for 1 hour at 37 °C. Fat pieces were then transferred into fresh medium and incubated for another hour. Free fatty acid release into the medium was measured using the WAKO NEFA-HR (2) kit as per manufacturer’s protocol.

### Trichrome staining

Visceral adipose tissue of obese mice was fixed in 10% formalin for at least 24 hours at 4 °C and afterwards embedded in paraffin. Blocks were cut in 10 μm slices and incubated overnight at 56 °C. Following standard dehydration steps (20 min Xylen, 2 min 100% EtOH, 2 min 95% EtOH, 2 min 70% EtOH) slices were submerged into Postmordanding solution (200 ml saturated picuis acid; 8 g mercuris chloride) for 1 hour. After a warm tap water wash slices were incubated in Verhoff’s stain (120 ml hematoxylin; 13,5 ml ferric chloride; 66,5 ml Weigerts iodine) for 8 min and washed again. Slices were stained for 5 min with Fast yellow (2 g Acid yellow 17; 1 ml glacial HAc; 200 ml dH_2_O) and washed three times with 0,5% HAc. This was followed by 6 min in Biebrich stain (1,5 g Biebrich scarlet; 1,5 g acid fuchsin; 1,5 g Ponceau 2 R; 1 ml glacial HAc; 200 ml dH_2_O) and a wash with dH_2_O. Afterwards slices were incubated for 6 min with Phosphotungstic acid (2%) and washed again with dH_2_O. Finally, slices were stained with Light green stain (4 g Light green SF; 4 g glacial HAc; 200 ml dH_2_O) for 10 min and washed three times with 0,5% HAc. Slices were washed extensively in dH_2_O, and following 2 min in 70% EtOH and 2 min in 100% EtOH they were incubated in butylacetat for 20 min. Eukitt embedded fatpad slices were imaged using an Axioimager M2 (Zeiss).

### Statistical Analysis

Data are expressed as mean ± standard error of the mean (SEM). Statistical significance was tested by Student’s t test or 2-way ANOVA where appropriate. Correlations were tested by linear regression. All figures and statistical analysis were generated using Prism 6 (GraphPad). All reported p values are two-tailed. p < 0.05 was considered to indicate statistical significance.

## Additional Information

**Accession Code:** Data sets have been deposited in the Gene expression omnibus archive as series GSE80148. A reviewer accessible link has been created and is available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ejgdqouubpirhsv&acc=GSE80148.

**How to cite this article**: Wagner, G. *et al*. HO-1 inhibits preadipocyte proliferation and differentiation at the onset of obesity via ROS dependent activation of Akt2. *Sci. Rep.* **7**, 40881; doi: 10.1038/srep40881 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplemental Information

## Figures and Tables

**Figure 1:**
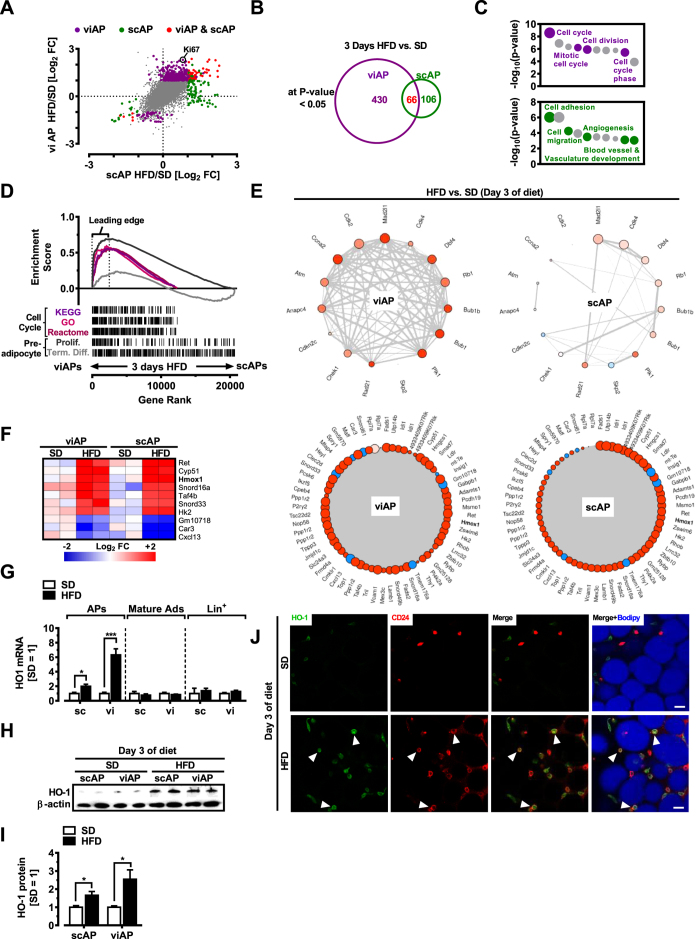
HO-1 is a target of HFD in adipose precursors. All visceral and subcutaneous APs were isolated from mice on a SD or HFD for 3 days via Sca-1 bead pull down (see ‘Experimental Procedures’). (**A**) Dot plot displaying diet-induced changes in gene expression in APs. Purple, green and red spots represent genes significantly differentially expressed greater than 2-fold (P < 0.05; n = 6 mice, pooled into two replicates per group). Grey dots indicate genes that are not statistically significantly enriched. (**B**) Venn diagram illustrating overlap between gene signatures derived from expression analysis of AP fractions. (**C**) GO analysis using DAVID^80^ of scAP and viAP molecular signatures. Notable terms are highlighted; (see also Supplemental Tables S3 + S4). P-values are derived from Fisher’s exact test and pass Benjamini-Hochberg corrected P < 0.05. (**D**) GSEA analysis of AP fractions. Analyzed gene sets include GO, KEGG and Reactome-derived cell cycle pathways as well as custom-curated genesets from a 3T3-L1 differentiation time course^31^ (see ‘Experimental Procedures’ for details). (**E**) Upper panel: Network plots for genes comprising the ‚Leading edge‘ of cell cycle from the KEGG, GO and Reactome compendium. Lower panel: Network plots for the 66 genes comprising a core HFD-associated AP gene signature. Blue node color represents downregulation and red node color represents upregulation of gene expression in APs. The node size is associated with the gene’s co-expression in the entire data set. The edge (line) thickness is linked to the gene’s connectivity (co-expression within the module). (**F**) Heatmap of top 10 genes regulated by HFD common to APs from scWAT and viWAT. Each column represents pooled cells from three mice. Blue color represents downregulation and red color represents upregulation of gene expression. (**G**) HO-1 mRNA expression in scWAT or viWAT fractions (n = 6). (**H**) Western blot of protein lysates from APs enriched from SVF of scWAT or viWAT. Each lane represents pooled cells from 2 mice. (**I**) Quantification of western blots in (H) showing HO-1 protein levels normalized to β-actin. (**J**) Whole mount immunofluorescence staining for HO-1 and CD24 in viWAT. Arrowheads indicate CD24+ cells coexpressing HO-1. Bar = 20 μm.

**Figure 2:**
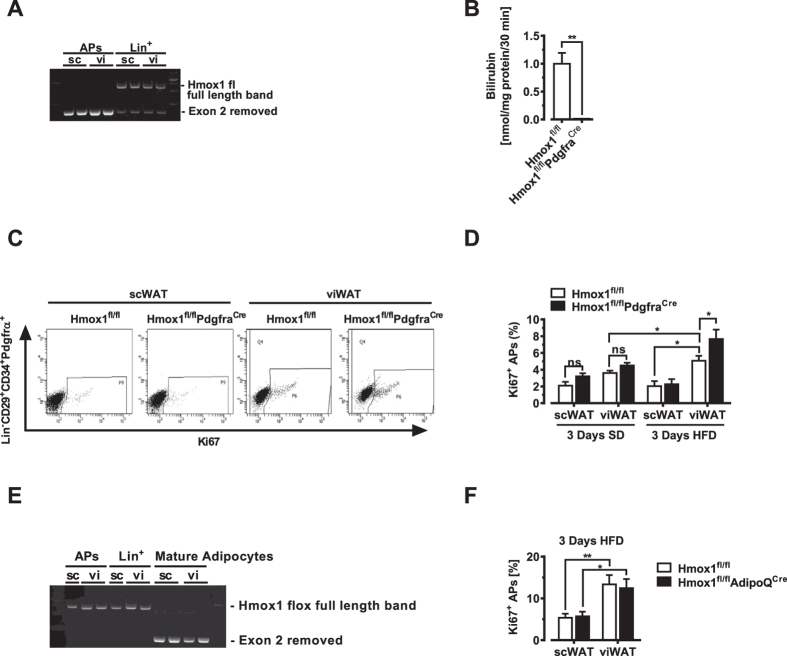
HO-1 blocks HFD-induced adipose precursor proliferation. (**A**) PCR analysis of DNA isolated from bead-purified APs and Lin^+^ cells from the viWAT and scWAT depots of Hmox1^fl/fl^Pdgfra^Cre^ mice. (**B**) HO-1 activity in APs, challenged with hemin for 16 hrs (n = 5). (**C**) Exemplary flow cytometry plots of Ki67 staining in APs obtained from the SVF of scWAT or viWAT from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice after feeding a HFD for 3 days. (**D**) Quantification of Ki67 in APs obtained from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice (n = 6). (**E**) PCR analysis of DNA isolated from AP cells from the viWAT and scWAT depots of Hmox1^fl/fl^AdipoQ^Cre^ mice. (**F**) Quantification of Ki67 in APs obtained from Hmox1^fl/fl^ and Hmox1^fl/fl^AdipoQ^Cre^ mice. n = 6 per group. Results are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 3:**
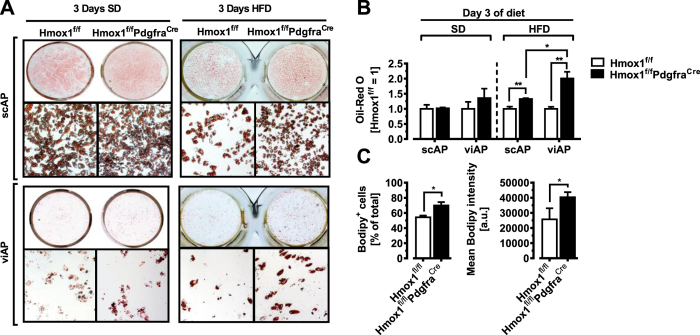
HO-1 inhibits adipogenesis in primary adipose precursor cells isolated from mice fed a brief HFD. All visceral and subcutaneous APs were isolated from mice on a SD or HFD for 3 days via Sca-1 bead pull down (see ‘Experimental Procedures’). (**A,B**) Oil-Red O staining of scAP or viAP cell cultures derived from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice 7 days after the induction of adipocyte differentiation (n = 3). (**C**) Flow cytometry for viAP cell cultures derived from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice Bodipy lipid-stained 4 days after the induction of adipocyte differentiation, measured as mean fluorescence intensities (n = 3). Results are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 4:**
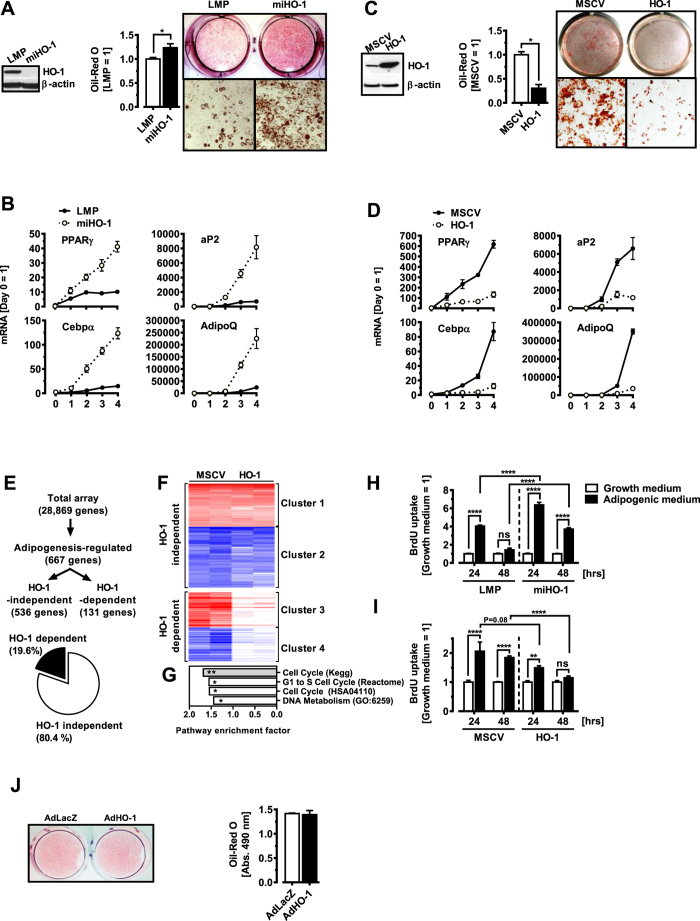
HO-1 inhibits early events during adipogenesis in a cell-autonomous manner. (**A**,**C**) Left panels: 3T3-L1 preadipocytes were transduced with (**A**) a retrovirus expressing a shRNAmir specific for HO-1 (miHO-1) or ctrl LMP vector (LMP), or with (**C**) a retrovirus expressing HO-1 or empty MSCV vector, and protein lysates were prepared for Western blotting at confluence. β-actin demonstrates equal protein loading. Middle and right panels: Oil-red O staining was performed on day 7 after induction of adipocyte differentiation. (**B**,**D**) Q-PCR analysis of adipocyte genes PPARγ, CEBPα, Adiponectin and aP2 were analyzed with Q-PCR on days 0, 1, 2, 3 and 4 after induction of adipocyte differentiation. (**E**) Microarray analysis of control (MSCV) or HO-1 overexpressing (MSCV-HO1) 3T3-L1 cells 8 hrs after addition of an adipogenic cocktail. (**F**) Heatmap of HO-1 independent (Cluster 1 +2) and HO-1 dependent (Clusters 3 + 4) genes following addition of an adipogenic cocktail (n = 2 biological replicates). (**G**) Pathway analysis of HO-1 dependent genes (Clusters 3 + 4). (**H**,**I**) BrdU incorporation into HO-1 gain- and loss of function 3T3-L1 cells 24 and 48 hrs after addition of an adipogenic medium (n = 4). (**J**) 3T3-L1 cells were induced to differentiate into mature adipocytes. 48 hrs later, cells were infected with a control (AdLacZ) or HO-1 overexpressing (AdHO-1) adenovirus and differentiation was continued for another 5 days followed by Oil red-O staining. Results are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 5:**
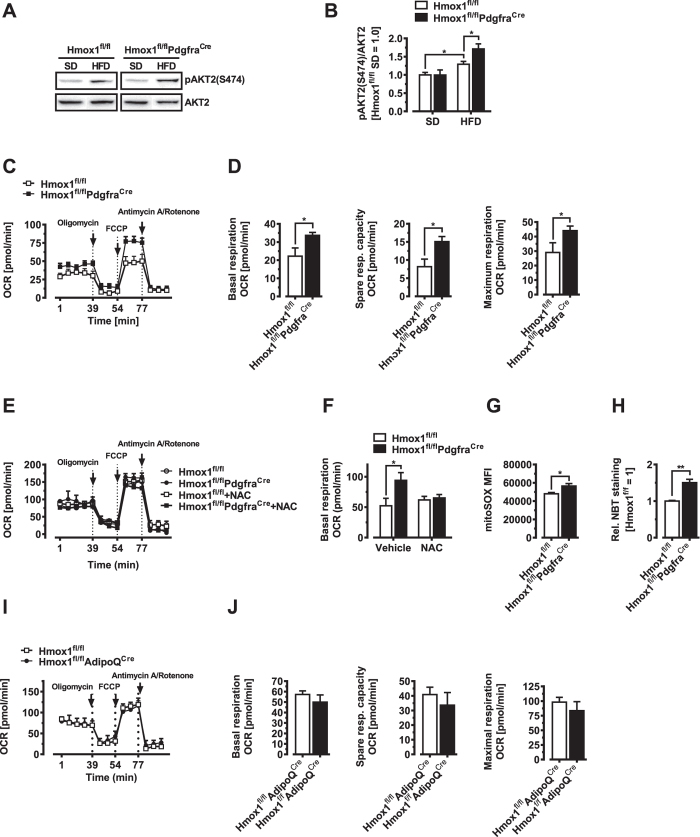
HO-1 prevents HFD-induced Akt2 signaling in visceral adipose precursor cells. (**A**) pAKT2(S474) and total AKT2 levels were measured by immunoblotting of bead purified viAPs from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice fed either SD or HFD for 3 days. A representative western blot is shown. The experiment was repeated at least three times. (**B**) Quantification of the pAKT2(S474)/AKT2 ratio. (**C**,**D**) Oxygen consumption rates (OCR) and mitochondrial function of viAPs derived from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice (n = 4). (**E**,**F**) Oxygen consumption rates (OCR) and mitochondrial function of viAPs derived from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice. N-acetyl-cysteine (NAC, 10 μM) was added 1 hr before measurements (n = 4). (**G**) Flow cytometric quantitation of mitoSOX-stained viAPs derived from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice (n = 6). (**H**) NBT reduction staining of viAPs derived from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice, after 48 hrs in culture (n = 4). (**I–J**) Oxygen consumption rates (OCR) and mitochondrial function of viAPs derived from Hmox1^fl/fl^ and Hmox1^fl/fl^AdipoQ^Cre^ mice (n = 4). Results are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 6:**
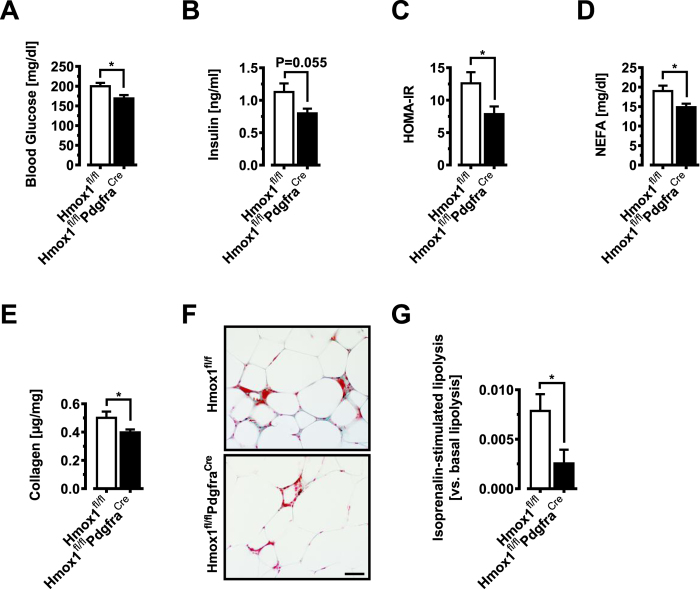
Adipose precursor HO-1 deletion affects WAT function during obesity. All mice (Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre34^) were kept on HFD for 8 weeks. (**A–D**) Fasting circulating levels of glucose (**A**) and insulin (**B**) in obese mice. (**C**) HOMA-IR (n = 10–12). (**D**) Serum free fatty acids (NEFA) in obese mice (n = 10–12). (**E**) viWAT collagen content of Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice (n = 6). (**F**) Trichrome staining of visceral adipose tissue of Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice. Bar = 50 μm. (**G**) Isoprenaline stimulated lipolysis in viWAT pieces from Hmox1^fl/fl^ and Hmox1^fl/fl^Pdgfra^Cre^ mice (n = 6). Results are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 7:**
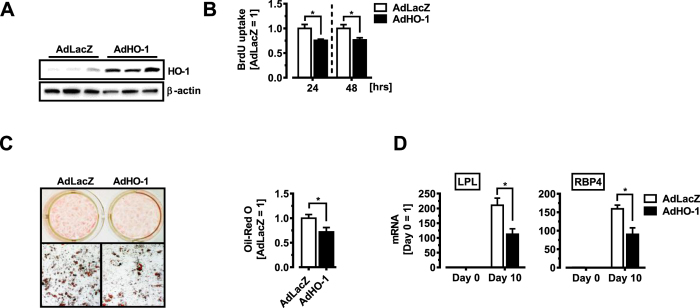
HO-1 impairs human preadipocyte proliferation and differentiation. All hASC were transduced with an Adenovirus for LacZ (AdLacZ) or HO-1 (AdHO-1) and experiments started 48 hrs later. (**A**) Western blot analysis of HO-1 protein expression in human ASC. β-actin demonstrates equal protein loading. (**B**) Cell proliferation analysis in human ASC. (**C**) Human ASC transduced with an Adenovirus for LacZ (AdLacZ) or HO-1 (AdHO-1) were induced to differentiate into mature adipocytes. Oil-red O staining was performed on day 10 after induction of adipocyte differentiation. (**D**) Q-PCR analysis of mature adipocyte genes LPL and RBP4 analyzed with Q-PCR 10 days after induction of adipocyte differentiation. Results are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

# Supplementary material for: HO-1 inhibits preadipocyte proliferation and differentiation at the onset of obesity via ROS dependent activation of Akt2
**Source:** Sci Rep. 2017 Jan 19;7:40881. doi: 10.1038/srep40881
**Supplement:** Supplemental Information

## **SUPPLEMENTAL INFORMATION referring to:**

### **HO-1 inhibits preadipocyte proliferation and differentiation at the onset of obesity via ROS dependent activation of Akt2**

Gabriel Wagner<sup>1</sup>, Josefine Lindroos-Christensen<sup>1\*</sup>, Elisa Einwallner<sup>1</sup>, Julia Husa<sup>1</sup>, Thea-Christin Zapf<sup>1#</sup>, Katharina Lipp<sup>2</sup>, Sabine Rauscher<sup>3</sup>, Marion Gröger<sup>3</sup>, Andreas Spittler<sup>3</sup>, Robert Loewe<sup>2</sup>, Florian Gruber<sup>2,9</sup>, J. Catharina Duvigneau<sup>4</sup>, Thomas Mohr<sup>5</sup>, Hedwig Sutterlüty-Fall<sup>5</sup>, Florian Klinglmüller<sup>6</sup>, Gerhard Prager<sup>7</sup>, Berthold Huppertz<sup>8</sup>, Jeanho Yun<sup>10</sup>, Oswald Wagner<sup>1</sup>, Harald Esterbauer<sup>1</sup> and Martin Bilban<sup>1,3</sup>.

## **INVENTORY**

Supplemental information includes 3 figures with legends, followed by 6 tables with legends.

**Supplemental Figure S1**

**(A)** Body weight (left panel) and fat pad weight (right panel) after 3 days of SD or HFD (n = 6).

**(B)** Analysis of gene expression by Q-PCR of WAT fractions (n = 6-8 mice).

**(C)** HO-1 mRNA expression in bead-isolated APs derived from scWAT of wildtype mice stimulated with 250 $\mu$ M palmitic acid.

**(D)** HO-1 mRNA expression in bead-isolated APs stimulated with 250 $\mu$ M palmitic (PA), oleic (OA) or linoleic acid (LA).

**(E)** HO-1 mRNA expression in bead-isolated APs from scWAT derived from wildtype (WT) or Nrf2-knockout mice (Nrf2-KO) stimulated with 250 $\mu$ M palmitic acid.

Results are mean  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001

Figure S1

A

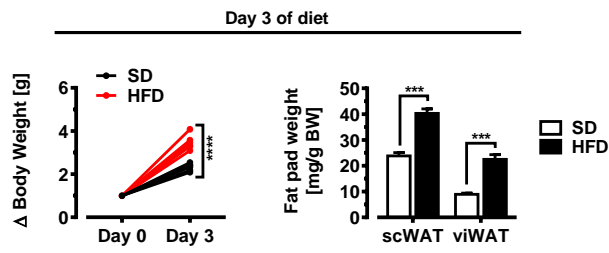

B

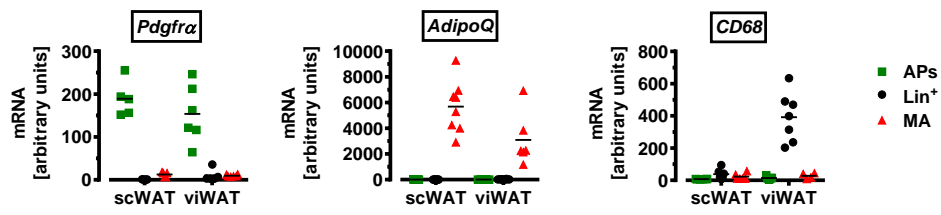

C

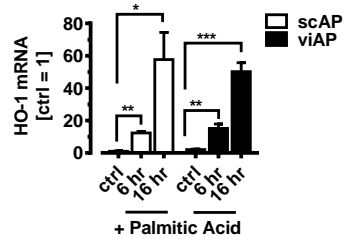

D

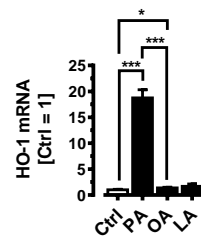

E

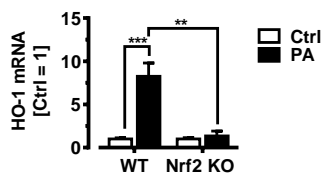

## Supplemental Figure S2

(A) Body weight of  $Hmox1^{fl/fl}$  and  $Hmox1^{fl/fl}Pdgfra^{Cre}$  at 6 weeks of age.

(B) Gating strategy for the identification of APs in the scWAT and viWAT of mice using flow cytometry.

(C) Quantification of food intake normalized to body weight in the indicated groups of mice on SD or during the first 3 days of HFD feeding ( $n = 2-3$ ).

Results are mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$

Figure S2

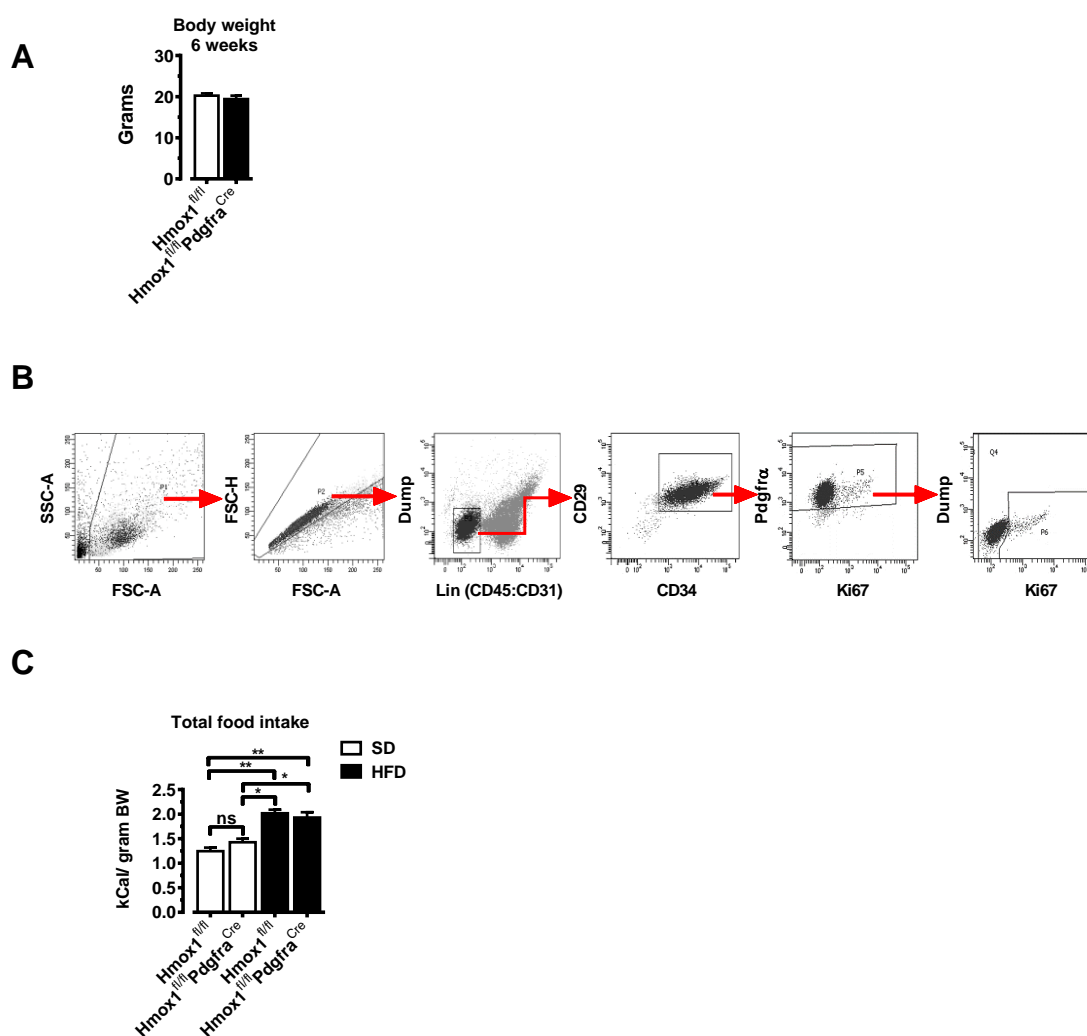

## Supplemental Figure S3

**(A-D)** Body weight gain and weights of individual fat pads of mice fed a chow diet (A and C) or HFD (B and D) for 8 weeks (n = 10-12).

**(E)** Adipocyte size distribution in scWAT and viWAT of  $Hmox1^{fl/fl}$  and  $Hmox1^{fl/fl}Pdgfra^{Cre}$  mice kept on HFD for 8 weeks, as determined by quantitative morphometry of H&E stained tissue sections (n = 6). Bar = 200 $\mu$ m.

**Figure S3**

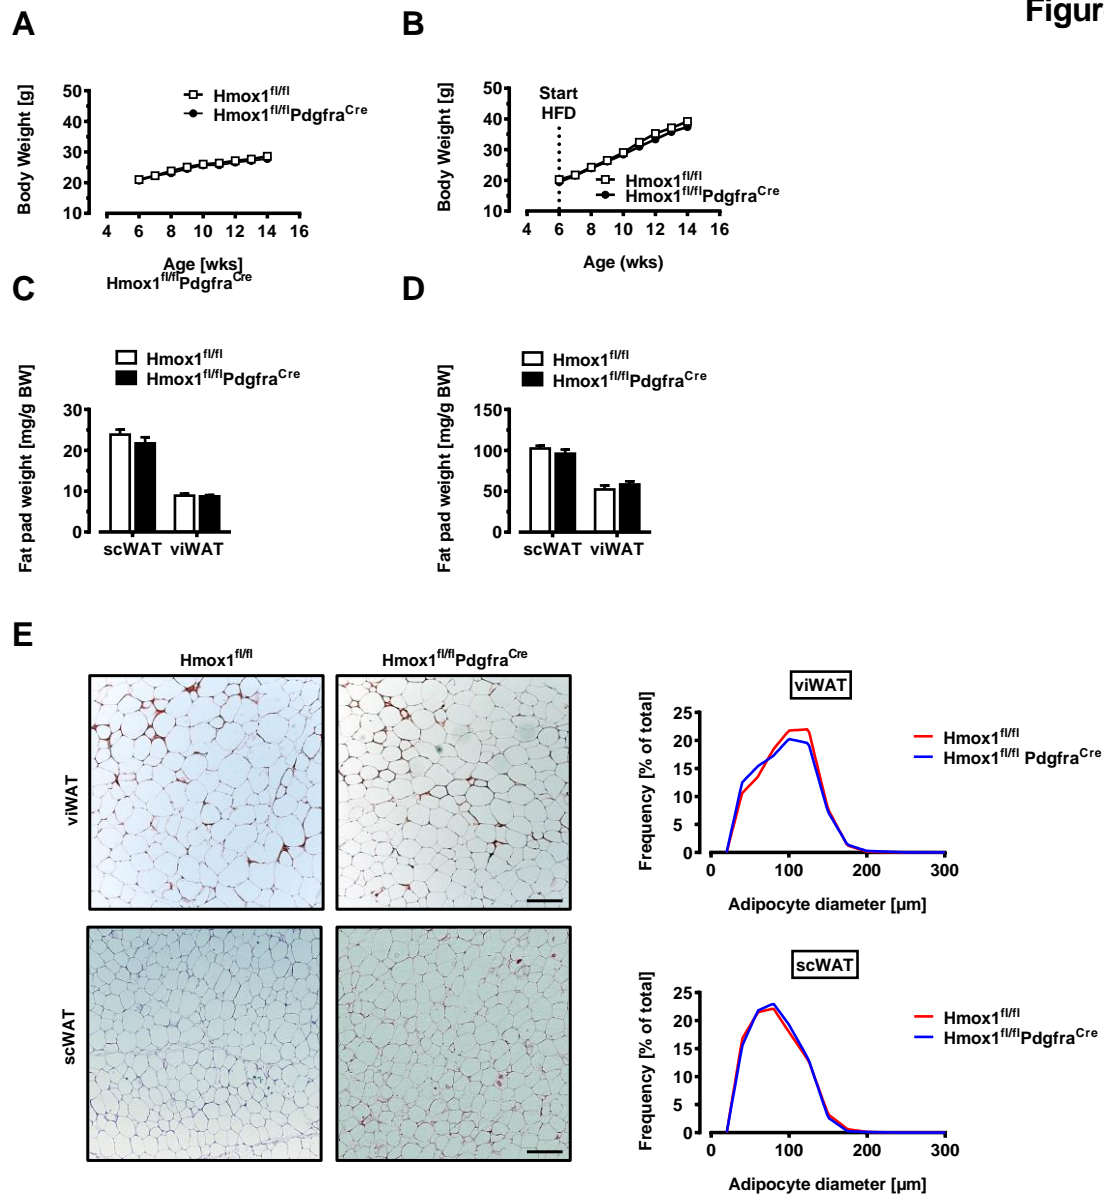

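The first of these tables lists viAPs and the second scAPs, with the log2 level of each probe set on each array. All 496 probe sets of the paper's viAP table and all 172 of its scAP table were found among the deposited ones, and the listed levels equal log2 of the deposited intensities to within 5e-04. Of the 496, 409 carry 1 gene symbol here, 37 carry several and 50 carry none. Of the 172, 19 carry several and 30 carry none. All listed probe sets lie in the most variable tercile, and 418 of the 496 and 141 of the 172 also exceed a log2 level of 7 on at least 3 arrays. Of the viAP table 348 were called here, and of the scAP table 96. Hmox1, Ret and Cyp51 stand in both tables.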

**Table S1 and S2.** High fat diet regulated genes in visceral and subcutaneous APs identified by DNA microarray analysis, related to Figure 1. mRNA expression profiles were generated with murine Gene Level 1.0 ST GeneChips. Mice were fed either a SD or HFD for three days and visceral and subcutaneous APs were bead purified from the stromal vascular fraction of viWAT and scWAT and lysed directly in RLT lysis buffer. Genes exhibit more than a  $\pm 2$ -fold change relative to controls. Genes included in the 'common signature' are highlighted in grey.

**Table S3 and S4.** GO analysis using DAVID of viAP and scAP gene signatures, related to Figure 1B. Mice were kept on SD or HFD for three days and bead purified APs were directly lysed before preparation of mRNA expression profiles. All P-values are derived from Fisher's exact test and pass Benjamini-Hochberg corrected  $P < 0.05$ .

**Table S1. Genes differentially expressed more than 2.0 fold between HFD and SD in viAPs.**

**Table S2. Genes differentially expressed more than 2.0 fold between HFD and SD in scAPs.**

**Table S3. GO analysis of viAP signature gene list.**

**Table S4. GO analysis of scAP signature gene list.**

**Table S5. GSEA analysis of AP fractions, related to Figure 1D.** Analyzed gene sets include Gene Ontology, KEGG and Reactome-derived cell cycle pathways as well as custom-curated genesets from a 3T3-L1 differentiation time course.

**Table S5. GSEA analysis of viAP or scAP gene sets, including GO, KEGG, Reactome and 3T3-L1 proliferation.**

**(i) Gene Ontology - Cell cycle process (GO:0022402)**

**Table S6.** Sequences of oligonucleotide primers.

Aliases of gene symbols given in parentheses; h corresponds to human genes.

How the deposited data were processed for this re-analysis (not part of the article)

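Gene expression was measured in bead-purified APs of mice fed SD or HFD for 3 days, on 8 Affymetrix Mouse Gene 1.0 ST arrays. There were 2 arrays for each of the 4 combinations of diet and depot (SD scAP, SD viAP, HFD scAP and HFD viAP), and each array held RNA pooled from 3 mice. Conditions were taken from the sample labels alone. The labels number the arrays from 1 to 8, and this number is used as the replicate's name. The number of arrays limits the precision of every value.

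The authors deposited 1 intensity per probe set and array for 35556 probe sets, as whole numbers on a linear scale. The values are RMA summaries, quantile-normalized over the arrays at the probe level. The submitters' processing notes name RMA and Affymetrix Expression Console 1.1, while the paper's methods name an R package, and neither states the antilog or the rounding. The deposited values were converted to log2 with no further scaling. Their medians and upper quantiles still differ between arrays, so the shift of the median gene is reported and lists were tested relative to other genes.

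The annotation gives 21789 probe sets 1 gene symbol, 1621 several and 12146 none. Only the first kind was tested. Symbols were checked against the reference by Entrez ID, which found 21698 of these probe sets and changed 0 symbols. As in the paper's methods, tests were restricted to probe sets with a log2 level above 7 on at least 3 arrays and a mean absolute deviation in the upper tercile. The expression part left 7315 probe sets and the whole filter 3076, for 2914 genes. Where several probe sets carry a symbol, gene lists use the one with the highest mean.

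A linear model with 1 mean per group was fitted to all 8 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 4 residual and 2.64 prior degrees of freedom). The 4 comparisons were HFD against SD in viAPs, HFD against SD in scAPs, the first change minus the second, and SD viAPs against SD scAPs. P-values were adjusted by the Benjamini-Hochberg method over the filtered probe sets, and a probe set was called at an adjusted p under 0.05 and a change of at least 2-fold. Genes outside the filter were adjusted over the 21789 probe sets with 1 symbol.

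Gene lists were tested with limma's camera over the 6610 genes above a log2 level of 7, with a preset correlation of 0.01, and adjusted over the 30 lists with enough members. The 4 other lists (erythroid, macrophage, lymphocyte and major urinary protein) had too few members above that level and were tested only over all 19938 measured genes. The lists cover mitosis, replication, the cell cycle genes of Table S5 (161 of 165 symbols matched), sterol and fatty acid synthesis, fatty acid oxidation and PPAR targets, NRF2 targets, immediate early genes, heat shock, the unfolded protein response, hypoxia and glycolysis, extracellular matrix, targets of YAP and TGF-beta, cytokines and NF-kB, interferon, circadian genes, depot identity, ribosomal proteins, oxidative phosphorylation, the mitochondrial genome, small nucleolar RNAs and microRNAs, and markers of endothelium, pericytes and smooth muscle, lymphoid stroma, mesothelium, mature adipocytes, adipose precursors, interstitial progenitors and committed preadipocytes. Overlaps and enrichments were tested with Fisher's exact test, one-sided, among the probe sets or genes that passed the filter. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

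The comparisons, thresholds, filter, gene lists and most alternatives were fixed before the deposited data were examined. So was the rule for the genes named: every gene the paper names for this experiment, per comparison the 10 called genes with the largest increase and the 10 with the largest decrease whose 2 groups of arrays do not overlap (leaving out small non-coding RNAs, Gm genes and Rik clones), and of each list the called members, at most the 4 with the largest change. The changes in Tables S1 and S2, which hold levels from these same arrays, had been seen when the rule and the lists were written. The list tests are therefore not independent of those changes. Pecam1, Tcf21 and Wt1 were chosen after their values were seen. One gene that the paper names, Gm10718, had no probe set here.

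The procedure was tested on simulated data with the same design. Of 200 genes raised 3-fold it called 97% in viAPs, 98.5% in scAPs and 96% for the difference between depots, and of 200 raised 6-fold 100%, 100% and 99.5%. Of the 2470 probe sets tested, raised ones included, it made 8, 6 and 22 false calls, and 0 calls went in the wrong direction. These rates hold only for the spread simulated. On the real arrays the difference between the depots' changes was -3.32 for Tbx15 (standard error 1.98) and 3.06 for Matn2 (standard error 1.13). Neither was called, so the simulation does not show that a lack of calls means a lack of difference.

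Alternatives were a model of only the 4 arrays of a comparison, log2 of the value plus 16, centring of each array on its median, a further quantile normalization, an intensity trend with a robust prior, the mean endothelial level as a covariate, each array left out in turn, other filters and thresholds, Student's t-test without moderation, distinct symbols in place of probe sets, small RNAs and predicted genes left out, and for lists an estimated correlation, limma's fry, all measured genes and every probe set. Added after the data were seen were the inclusion of probe sets with several or no symbols, this or the 4-array model with the variability filter alone, and a filter over 7 arrays when the array labelled SD viAP replicate 4 was left out. Groups of 2 arrays are too small for tests over other splits of the samples or for outlier tests. The assays of the paper other than the arrays, its DAVID and 3T3-L1 gene set analyses and its coexpression network were not analysed here.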

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

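The tests of a wrong label, a mixed pool, a swap and endothelial carry-over, and for lists other than mitosis those without 1 array or after another scaling, were chosen only after the result was seen.

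The array labelled SD viAP replicate 4 carries the depot genes of scAPs. On an axis drawn through 207 genes that separate HFD viAPs from HFD scAPs (0 for the mean of SD scAPs, 1 for that of HFD viAPs), its median position was 0.08 (interquartile range -0.07 to 0.22), against 0.80 for SD viAP replicate 3, which is consistent with an array of subcutaneous RNA under a wrong label. A swap with an SD scAP array is argued against, since on genes chosen without them these arrays stood no higher than 0.01 (interquartile range -0.21 to 0.21), and so is one with an HFD scAP array, since these had a median position of at most 0.07 (-0.13 to 0.34) over the 5 depot genes the paper names, though genes chosen without them, which also move with diet, put them at up to 0.44 (interquartile range 0.15 to 0.70). A pool that mixes both depots cannot be told apart from a wrong label: on the linear scale the visceral share had a median of 0.06 (interquartile range -0.04 to 0.22), so a small share stays open, and no biological explanation was tested. The label was kept here, and of the 415 viAP calls 49 higher and 15 lower are depot genes with that direction, of which 15 and 7 were also called without the array, while of the 351 calls that are not depot genes 224 were.

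Endothelial transcripts were higher in HFD scAPs than in SD scAPs, and the difference of their change between depots passed the list test (adjusted p = 1.46e-06, and adjusted p = 0.172 with an estimated correlation). Of 35 markers, 6 of them above a log2 level of 7, 27 (77.1%, where chance gives 16.7% for a single marker) were higher on both HFD scAP arrays, and the log2 levels of Cdh5 and Pecam1 there were 8.81 and 7.74. The 35 markers can move together and are not independent tests. Endothelial cells that escaped depletion with beads against CD31 and CD45 and were then held by beads against SCA-1 may bring such transcripts, and cannot be told apart from endothelial genes raised within APs, since both raise the markers together. A lower purity with more cells of every type cannot be told apart either: the median change of mature adipocyte markers was 0.56 below that of the endothelial ones, within a joint spread of 0.79, while the gap was 0.61 against 0.66 for macrophage and 0.67 against 0.62 for lymphocyte markers, all of mean log2 level under 7. A biological effect of HFD on the cells of the depot stays open and untested.

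HFD viAP probe sets were called higher far more often than lower (92.5%). The array labelled SD viAP replicate 4 is argued against as the cause of this direction, since 91.9% of calls were higher without it. A wider distribution of values on the HFD arrays after the authors' normalization may contribute: a further quantile normalization left 69.5% higher. Whether that normalization removes a technical or a biological shift cannot be told apart, since diet and the width of the distribution go together on these arrays. An effect of HFD on many genes at once stays open and untested.

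The change after HFD also differed between depots, by the list test of the difference, for mitosis (adjusted p = 0.0283, and adjusted p = 0.136 without SD viAP replicate 3 or 0.0596 without HFD scAP replicate 8). It differed for sterol synthesis (adjusted p = 0.000159, and adjusted p = 0.136 without SD viAP replicate 3). The mitosis values rest on the 2 members above a log2 level of 7. Over all 66 the list test gave an adjusted p of 2.03e-47 (camera, and adjusted p = 0.157 with an estimated correlation). Genes of committed preadipocytes had an adjusted p of 2.01e-07, with the larger change in scAPs. Genes of mature adipocytes had an adjusted p of 2.01e-07, with a median of -0.52 in viAPs and 0.46 in scAPs over the 10 members above a log2 level of 7. Genes of pericytes and smooth muscle had an adjusted p of 0.0287 with the larger change in scAPs (0 genes, and 2 adjusted over the list alone), which was 0.14 after quantile normalization, 0.343 without SD scAP replicate 1, 0.053 without SD viAP replicate 3, 0.0741 without HFD viAP replicate 6 and 0.0944 without HFD scAP replicate 7. Ribosomal protein genes had an adjusted p of 0.0283 with a median difference of -0.03 among genes above a log2 level of 7, which was 0.343 without SD scAP replicate 1, 0.102 without the array labelled SD viAP replicate 4, 0.0735 without HFD viAP replicate 5 and 0.904 without HFD scAP replicate 8. The 2 genes of the mitochondrial genome had an adjusted p of 0.0126, which was 0.0651 without SD scAP replicate 1 and 0.0559 without the array labelled SD viAP replicate 4. MicroRNA genes had an adjusted p of 0.0283 with a median difference of -0.18 and a mean of 0.02, which was 0.125 after quantile normalization, 0.879 without SD scAP replicate 1, 0.129 without the array labelled SD viAP replicate 4, 0.214 without HFD viAP replicate 5 and 0.898 without HFD scAP replicate 7. With the endothelial level as a covariate the differences of mitosis (adjusted p = 0.361) and sterol synthesis (adjusted p = 0.303) did not pass. Reversed with it were those of committed preadipocytes (adjusted p = 9.36e-05), mature adipocytes (adjusted p = 0.118), pericytes and smooth muscle (adjusted p = 0.0525), the mitochondrial genome (adjusted p = 0.626) and microRNAs (adjusted p = 6.99e-06). As the covariate itself differs between the scAP diets, it cannot decide whether endothelial cells account for any of these differences. With an estimated correlation the adjusted p of these 8 differences lay between 0.409 and 0.811.

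The lists were written after the changes in Tables S1 and S2 had been seen, so the list tests are not independent of those changes. Several groups that the paper does not discuss passed the list test after HFD. Of these, 11 stood above the other genes, and with an estimated correlation none of the 11 passed (adjusted p from 0.308 to 0.519). In viAPs they were sterol synthesis (adjusted p = 0.00165), fatty acid synthesis (adjusted p = 0.0104), targets of YAP and TGF-beta (adjusted p = 0.00539) and circadian genes (adjusted p = 0.0389, or 0.0592 without SD viAP replicate 3). In scAPs they were sterol synthesis (adjusted p = 2.45e-09), small nucleolar RNAs (adjusted p = 0.000227), heat shock (adjusted p = 0.00222), committed preadipocytes (adjusted p = 0.00275, or 0.212 without SD scAP replicate 1), circadian genes (adjusted p = 0.00652), targets of YAP and TGF-beta (adjusted p = 0.0104, or 0.171 without SD scAP replicate 1) and fatty acid synthesis (adjusted p = 0.0121). Below the other genes in viAPs stood microRNAs (adjusted p = 1.53e-13), interferon genes (adjusted p = 0.000524, or 0.999 without the array labelled SD viAP replicate 4), ribosomal proteins (adjusted p = 0.000637), the mitochondrial genome (adjusted p = 0.0072), fatty acid oxidation with PPAR targets (adjusted p = 0.00946) and oxidative phosphorylation (adjusted p = 0.0389, or 0.173 without SD viAP replicate 3). In scAPs these were microRNAs (adjusted p = 1.11e-11), interferon genes (adjusted p = 0.00196), ribosomal proteins (adjusted p = 0.028), oxidative phosphorylation (adjusted p = 0.0285) and fatty acid oxidation with PPAR targets (adjusted p = 0.0395). Without SD scAP replicate 2 the last 4 had an adjusted p of 0.145, 0.323, 0.0874 and 0.0568. Without HFD scAP replicate 7 ribosomal proteins stood above the other genes in scAPs (adjusted p = 0.73) and oxidative phosphorylation had an adjusted p of 0.527. Fatty acid oxidation had an adjusted p of 0.136 without SD scAP replicate 1, 0.0935 without HFD scAP replicate 8 and 0.0501 without SD viAP replicate 3 or the array labelled SD viAP replicate 4. With an estimated correlation none of these passed in either depot (adjusted p from 0.308 to 0.742). Lists of low estimated correlation also failed under that setting, so it does not show that correlated genes account for any of these results.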

How the results depend on the processing

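The filter over 7 arrays, the inclusion of probe sets with no or several gene symbols, the combinations of either this or the 4-array model with the variability filter alone, and the alternatives for lists singled out later (those other than mitosis, replication, Table S5, sterol and endothelial) were chosen only after the result was seen. No paired analysis was possible because the labels number the arrays 1 to 8 and link no pool of 1 group to a pool of another. Where an array is left out, the lone array of its group is assumed to vary like those of the other groups. Arrays give signal over background only, so the many mitosis, macrophage and lymphocyte genes near the lowest intensities limit what their changes can show. Settings that called no probe set in a depot gave no overlap value (only the 4 arrays, the endothelial covariate, without SD scAP replicate 2, without HFD scAP replicate 8, and Student's t-test after adjustment). Where no cause is given below, the cause was not tested.

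In the model of only the 4 arrays of a comparison, which has fewer degrees of freedom, viAP probe sets called lower numbered 16, scAP higher 0, scAP lower 0 and both depots 0, the cell cycle enrichment (Fisher's exact test) had p = 0.0325, and Hmox1 in scAPs (1.81) and Mki67 in viAPs (2.31) missed the threshold. With log2 of the value plus 16, 1 probe set differed between the SD depots and the mitosis list in viAPs had an adjusted p of 0.047. Median centring gave 696 higher in viAPs, 159 higher in scAPs and 103 in both, and 0.087 for the endothelial list in viAPs. A further quantile normalization gave 137 higher and 60 lower in viAPs, 43 higher in scAPs and 19 in both, 0.0267 for the mitosis list in viAPs and 0.165 for the endothelial list in viAPs. With the intensity trend and robust prior the mitosis list in viAPs had 0.0498.

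The endothelial covariate differs itself between the scAP groups and uses 1 of the 4 residual degrees of freedom, so it cannot decide whether endothelial cells account for a change. It gave 0 higher and 0 lower in viAPs, 0 higher and 0 lower in scAPs and 0 in both. Hmox1 had a change of 2.35 in viAPs and 1.13 in scAPs and Mki67 of 2.49 in viAPs, all past the threshold no longer. It reversed Ccne2 in viAPs (-0.04) and, in scAPs, Flt1 (-0.01), Taf4b (-0.01), Car3 (0.66), Pparg (-0.53), Cdh5 (-1.03), Cxcl14 (-1.33), Clec2d (0.07), Cd300lg (-0.50), Col15a1 (-0.59) and Col4a2 (-0.35). Flt1, Cdh5 and Cd300lg are part of the mean that forms the covariate, so their reversal says nothing. The mitosis list had an adjusted p of 0.0387 in viAPs and 0.361 for the difference between depots. It reversed, in scAPs, the lists of replication (0.924), committed preadipocytes (0.00044), extracellular matrix (0.0214), ribosomal proteins (0.304) and oxidative phosphorylation (0.174), and, for the difference, those of pericytes and smooth muscle (0.0525), mature adipocytes (0.118), committed preadipocytes (9.36e-05), the mitochondrial genome (0.626) and microRNAs (6.99e-06).

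Without a filter, which adjusts over many more probe sets, 16 were lower in viAPs, 1 higher and 0 lower in scAPs, 1 in both, 1 differed between the depots' changes, and Fisher's exact test of the enrichment had p = 6.01e-12. The expression filter alone gave 63 higher and 3 lower in scAPs and 38 in both. The variability filter alone gave 17 lower in scAPs and 1 for the difference, and an enrichment p of 1.93e-07. At an unadjusted p 9 were lower in scAPs, 95 differed between the depots' changes and 66 between the SD depots. With no minimum fold 1864 were higher and 129 lower in viAPs, 894 and 40 in scAPs and 809 in both, and Fisher's exact test of the enrichment had p = 0.000459. A Student's t-test (for the difference, the same model), without the moderation that the methods describe, gave, unadjusted, 12 lower in viAPs, 2 lower in scAPs, 50 for the difference, 30 in both, 4 between the SD depots and an enrichment p of 0.0135, and after adjustment 2 higher and 0 lower in viAPs, 0 and 0 in scAPs and 0 in both. With probe sets of no or several symbols, so with more probe sets counted, 627 were higher and 130 lower in viAPs, 188 and 48 in scAPs, 126 in both and 1 between the SD depots, and with these and the variability filter alone 829 and 313, 218 and 162, 144 in both and 1 for the difference. The variability filter alone with only the 4 arrays gave 0 higher and 0 lower in scAPs and 0 in both. Without the array labelled SD viAP replicate 4 and with a filter over the other 7 arrays, 12 were lower in scAPs and 225 differed between the SD depots, Mki67 in viAPs (2.32) missed the threshold, the lists in viAPs had 0.0477 (mitosis) and 0.0514 (endothelial), and the interferon list reversed (0.718).

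Among list tests, an estimated correlation gave an adjusted p of 0.363 (viAPs), 0.308 (scAPs) and 0.172 (difference) for the endothelial list, 0.416 and 0.308 for the sterol list in viAPs and scAPs and 0.419 for the difference of the mitosis list. The estimated correlation of the endothelial list was -0.07, under the preset 0.01, so the correlation of its members does not account for its loss. Limma's fry, which does not compare a list with other genes, gave in viAPs 0.0111 for mitosis, 0.00639 for replication, 0.0356 for Table S5, and for endothelium 0.907, for the difference 0.252 for mitosis and 0.0879 for endothelium, and the opposite direction for depot identity (0.796), ribosomal proteins (0.781) and oxidative phosphorylation (0.268) in viAPs and for the last 2 in scAPs (0.663 and 0.602). Over all measured genes, which brings in the dim members, the adjusted p was 1.43e-32 for mitosis, 1.2e-05 for replication and 6.91e-09 for Table S5 in viAPs, 0.00891 for mitosis and 0.0198 for Table S5 in scAPs and 2.85e-08 for the difference of replication and 2.85e-08 for that of Table S5. With an estimated correlation as well, these were 0.125, 0.207, 0.207, 0.722, 0.654, 0.252 and 0.313. The same change reversed replication in scAPs (0.758), ribosomal proteins in viAPs (0.527) and scAPs (0.465), oxidative phosphorylation in viAPs (0.04) and scAPs (0.297) and the difference of microRNAs (0.946). With every probe set the mitosis list in viAPs had 0.0456.

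Leaving out each array in turn gave 41 (without HFD viAP replicate 5) to 607 (without SD viAP replicate 3) higher and 7 to 105 lower in viAPs, from the same arrays, 0 (without SD scAP replicate 2 or HFD scAP replicate 8) to 135 higher and 0 to 11 lower in scAPs, 0 to 98 (without SD viAP replicate 3) for the difference, 0 to 67 in both depots, 0 to 227 (without the array labelled SD viAP replicate 4) between the SD depots, an overlap p of 3.76e-20 to 0.223 (without HFD scAP replicate 7) and an enrichment p of 0.011 (without HFD viAP replicate 6) to 1 (without HFD viAP replicate 5). Changes ranged from 1.62 to 2.00 for Hmox1 in scAPs, from 2.08 to 2.54 for Mki67 in viAPs and from -4.80 (without the array labelled SD viAP replicate 4) to 0.27 (without SD viAP replicate 3) for Tbx15 between the SD depots. List values ranged from 0.0272 to 0.125 for mitosis in viAPs, from 0.00554 to 0.164 for endothelium in viAPs, from 0.00168 to 0.255 (without SD scAP replicate 1) for endothelium in scAPs, from 0.149 to 0.982 (reversed without SD scAP replicate 2) for Table S5 in scAPs, from 0.012 to 0.136 for the difference of mitosis, from 0.24 to 0.971 (reversed without SD scAP replicate 2) for that of replication, from 4.37e-05 to 0.73 (reversed without HFD scAP replicate 7) for ribosomal proteins in scAPs, from 1.07e-06 to 0.904 (reversed without HFD scAP replicate 8) for their difference and from 7.31e-07 to 0.898 (reversed without HFD scAP replicate 7) for that of microRNAs. The sterol lists in both depots and Hmox1 in viAPs kept their side of the threshold whichever single array was left out.

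Over all these alternatives, values of the other lists kept direction and side of the adjusted p threshold in 475 cases, lost the threshold in 102 and reversed in 24, and values of the other named genes kept both in 1435, lost the threshold in 538, gained it in 25 and reversed in 12.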

Differences from the paper's values

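In viAPs 31 probe sets were called lower here, and the paper's count is 53. Among the alternatives set before the data were examined, the variability filter alone (46) and a further quantile normalization (60) lie within 1.5 times of the paper's count, and all others do not. In scAPs 104 probe sets were called here, and the paper's count is 172. Median centring (163), the variability filter alone (137), an unadjusted p (115) and the models without SD scAP replicate 1 (139) or without either SD viAP array (115) lie within 1.5 times of it, and the other alternatives set before the data were examined do not. Of these, 99 were higher, and the paper's count is 149. Median centring (159), the variability filter alone (120), an unadjusted p (106), the intensity trend with a robust prior (100) and the models without SD scAP replicate 1 (135) or without either SD viAP array (104) lie within 1.5 times of it, and the others set before the data were examined do not. With probe sets of no or several symbols included, which was chosen after the data were seen, 188 were higher and 48 lower in scAPs. Their sum lies within 1.5 times of the paper's 172, and 188 within 1.5 times of its 149, as do the 218 higher when these are included under the variability filter alone. In scAPs 5 were lower, and the paper's count is 23. The variability filter alone (17) lies within 1.5 times of it, and the other alternatives set before the data were examined do not. Leaving out 1 array gave 105 lower in viAPs (SD viAP replicate 3), 7 (HFD viAP replicate 5) or 17 (HFD viAP replicate 6), and in scAPs 0 higher and 0 lower (SD scAP replicate 2 or HFD scAP replicate 8), 2 and 0 (HFD scAP replicate 7), 57 and 2 (either HFD viAP array) or 104 and 11 (SD viAP replicate 3 or the array labelled SD viAP replicate 4). The counts here use an adjusted p under 0.05 and 2-fold over probe sets with 1 gene symbol, while the paper counts 37 probe sets with several symbols here and 50 with none among those of its viAP table, and 19 and 30 among those of its scAP table.

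The counts for viAPs in all (415, and the paper's 496), for viAP probe sets that rose (384, and the paper's 443) and for both depots (58, and the paper's 66) were within 1.5 times of the paper's. Of the paper's probe sets, 348 in viAPs and 96 in scAPs were called here, and 67 and 8 calls here are not in its tables. With the variability filter alone 408 and 111 of the paper's were called, with 148 and 26 calls that are not in its tables. The log2 changes of the 104 genes named here that stand in the paper's tables match to within 0.005.

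The paper names HO-1 as the gene raised most in the shared signature. By mean log2 increase over both depots Hmox1 was 4th here, after Ret, Cyp51 and Snord61. By mean gain in intensity it was 1st. That rank also depends on how bright a probe set is, so it cannot decide which gene was raised most.

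The paper names Thbs1 and Flt1 among the genes that HFD targets in scAPs. In scAPs Thbs1 had a change of 1.19 (adjusted p = 0.172) and Flt1 of 1.00 (adjusted p = 0.0856). In viAPs Thbs1 was called, with a change of 1.98 (adjusted p = 0.0286). Thbs1 in scAPs was called without SD viAP replicate 3 or the array labelled SD viAP replicate 4 (adjusted p = 0.0261).

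The paper states that depot genes such as Tbx15 differ between SD scAPs and SD viAPs. None of the 5 it names passed here with all arrays, and all 5 passed without the array labelled SD viAP replicate 4 (Tbx15 -4.80, adjusted p = 0.00232).

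The paper describes the proliferation network as missing from scAPs. The mitosis genes had a median change of 0.13 in scAPs, which over all measured genes stood above the other genes (adjusted p = 0.00891, and adjusted p = 0.722 with an estimated correlation). Gene by gene 0 of them passed the test of the difference between depots (43 adjusted over the list alone). Over all 66 the list test of the difference gave an adjusted p of 2.03e-47 (camera, and adjusted p = 0.157 with an estimated correlation). Over only the 2 members above a log2 level of 7 it also passed (camera, adjusted p = 0.0283, and adjusted p = 0.419 with an estimated correlation). That list test had an adjusted p of 0.136 without SD viAP replicate 3 and 0.0596 without HFD scAP replicate 8.

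The paper lists Ccnd1, Ccnd3, Ccne1, Ccne2, Cdk2 and Cdk4 among the genes its screen brings out. In viAPs Ccnd1 (0.68, adjusted p = 0.0388) and Cdk2 (0.60, adjusted p = 0.0262) rose under 2-fold, and the other 4 did not pass.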

Other observations

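The list tests without 1 array or after another scaling given in this part were chosen only after the result was seen. Of 18 heat shock genes 10 rose and 0 fell in viAPs (11 adjusted over the list alone, with a camera adjusted p of 0.0509). Hspd1, the mitochondrial chaperonin, has 2 probe sets. The dimmer, 10354732, rose by 1.69 on the log2 scale (standard error 0.21, adjusted p = 0.00405 from limma) and missed the threshold without HFD viAP replicate 5. The brighter, 10375240, which stands for Hspd1 in the list, changed by 0.92, under 2-fold. Of 24 genes of hypoxia and glycolysis 8 rose and 0 fell in viAPs (9 and 2 adjusted over the list alone, with a camera adjusted p of 0.0813) and 4 rose and 0 fell in scAPs (2 adjusted over the list alone, with a camera adjusted p of 0.341), and Ndrg1, a gene induced by hypoxia, rose by 1.27 in viAPs (standard error 0.12, adjusted p = 0.00324), whichever single array was left out. Of 20 genes of the unfolded protein response 6 rose and 0 fell in viAPs (6 adjusted over the list alone, with a camera adjusted p of 0.164) and 2 rose and 0 fell in scAPs (1 adjusted over the list alone, with a camera adjusted p of 0.325). Of 26 genes of cytokines and NF-kB signalling 7 rose and 0 fell in viAPs (8 adjusted over the list alone, with a camera adjusted p of 0.573) and 3 rose and 0 fell in scAPs (1 adjusted over the list alone, with a camera adjusted p of 0.119), and Lif, a cytokine of the interleukin-6 family, rose by 1.05 in viAPs (adjusted p = 0.0185, and 0.111 without HFD viAP replicate 5 or 0.0599 without HFD viAP replicate 6), and by 0.61, under 2-fold, without the array labelled SD viAP replicate 4. The difference between depots of this list had an adjusted p of 0.056, which was 0.00913 without the array labelled SD viAP replicate 4 and 0.0414 after quantile normalization. Over all measured genes 4 of these lists were above the others in viAPs, with an adjusted p of 1.33e-06 for heat shock, 0.000203 for hypoxia and glycolysis, 0.000177 for the unfolded protein response and 0.00385 for cytokines (adjusted p = 0.207, 0.125, 0.212 and 0.207 with an estimated correlation). In scAPs the last 3 had an adjusted p of 0.0147, 0.00204 and 0.639 by that test (adjusted p = 0.155, 0.307 and 0.851 with an estimated correlation). Of 22 genes of fatty acid oxidation and PPAR targets 0 passed in scAPs (0 adjusted over the list alone), and relative to other genes the list was lower (camera, adjusted p = 0.0395, and adjusted p = 0.443 with an estimated correlation), with a median of 0.05 that was -0.08 after quantile normalization. The adjusted p of that list was 0.136 without SD scAP replicate 1, 0.0568 without SD scAP replicate 2, 0.0501 without either SD viAP array and 0.0935 without HFD scAP replicate 8.

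Interferon genes were lower relative to other genes in viAPs (1 rose and 2 fell of 30, 0 adjusted over the list alone; camera, adjusted p = 0.000524, and adjusted p = 0.566 with an estimated correlation), with a median of -0.11 (0.04 after median centring). The adjusted p was 0.999 and the median 0.22 without the array labelled SD viAP replicate 4. In scAPs 0 of the 30 passed (0 adjusted over the list alone; camera, adjusted p = 0.00196, or 0.145 without SD scAP replicate 2, and adjusted p = 0.688 with an estimated correlation). Of 60 ribosomal protein genes 1 rose in viAPs and 2 in scAPs and 0 fell (0 and 1 adjusted over the list alone), and the list moved less than other genes (camera, adjusted p = 0.000637 and 0.028, and adjusted p = 0.566 and 0.726 with an estimated correlation), with medians of 0.05 and 0.04 that were -0.18 and -0.10 after quantile normalization. In scAPs it had an adjusted p of 0.323 without SD scAP replicate 2 and 0.73 without HFD scAP replicate 7. Of 78 nuclear genes of oxidative phosphorylation 3 rose in viAPs and 1 in scAPs and 0 fell (0 adjusted over the list alone in either depot; camera, below other genes, adjusted p = 0.0389 and 0.0285, and adjusted p = 0.742 and 0.726 with an estimated correlation), with medians of 0.17 and 0.04 that were -0.12 and -0.11 after quantile normalization. The adjusted p was 0.173 in viAPs without SD viAP replicate 3, and in scAPs 0.0874 without SD scAP replicate 2 and 0.527 without HFD scAP replicate 7. The 2 measured genes of the mitochondrial genome had a median of -0.45 in viAPs (0 passed, and 2 fell when adjusted over the list alone; camera, adjusted p = 0.0072, and adjusted p = 0.363 with an estimated correlation) and 0.08 in scAPs (0 passed, and 0 adjusted over the list alone, with a camera adjusted p of 0.628). Of 291 microRNA genes, read on these arrays as precursors, 11 rose and 14 fell in viAPs (7 and 1 adjusted over the list alone) and 0 rose and 1 fell in scAPs (0 adjusted over the list alone), and the list was lower than other genes in both (camera, adjusted p = 1.53e-13 and 1.11e-11, and adjusted p = 0.363 and 0.308 with an estimated correlation). Mir485, of the imprinted cluster Dlk1-Dio3, rose in viAPs by 1.61 (standard error 0.28, adjusted p = 0.0062, and 0.0573 without HFD viAP replicate 5).

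Of the markers of other cell types few or 0 passed. Over all measured genes, 0 of 26 macrophage markers passed in viAPs or scAPs (0 adjusted over the list alone; camera, adjusted p = 0.0027 below other genes in viAPs and 0.297 in scAPs, and adjusted p = 0.125 and 0.437 with an estimated correlation). For 21 lymphocyte markers the counts were also 0 and 0 (0 adjusted over the list alone; adjusted p = 0.00137 and 0.826, and adjusted p = 0.35 and 0.931 with an estimated correlation). After quantile normalization the adjusted p in viAPs was 0.178 for macrophage and 0.0801 for lymphocyte markers, and in scAPs 0.00639 and 0.065, above other genes. The difference between depots had an adjusted p of 4.94e-06 for macrophage and 6.66e-05 for lymphocyte markers (adjusted p = 0.0901 and 0.313 with an estimated correlation), with a median of -0.30 for each and 0 genes adjusted over the list alone. For 5 erythroid genes 0 passed (1 rose and 2 fell in viAPs and 0 in scAPs when adjusted over the list alone; adjusted p = 0.527 and 0.873), and for 3 genes of major urinary proteins 0 passed (0 adjusted over the list alone; adjusted p = 0.176 and 0.297). Of 14 genes of lymphoid stroma 2 rose and 2 fell in viAPs (4 and 3 adjusted over the list alone, with a camera adjusted p of 0.0529) and 1 rose and 1 fell in scAPs (1 and 1 adjusted over the list alone, with a camera adjusted p of 0.17). Of 18 mesothelial genes 0 passed in viAPs (0 adjusted over the list alone, with a camera adjusted p of 0.697) and 1 rose in scAPs (1 and 1 adjusted over the list alone, with a camera adjusted p of 0.556).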
